# POWERDRESS interacts with HISTONE DEACETYLASE 9 to promote aging in *Arabidopsis*

**DOI:** 10.7554/eLife.17214

**Published:** 2016-11-22

**Authors:** Xiangsong Chen, Li Lu, Kevin S Mayer, Mark Scalf, Shuiming Qian, Aaron Lomax, Lloyd M Smith, Xuehua Zhong

**Keywords:** epigenetic regulation, chromatin targeting, histone deacetylase, plant aging, genome-wide profiling, transcription factors, *A. thaliana*

## Abstract

Leaf senescence is an essential part of the plant lifecycle during which nutrients are re-allocated to other tissues. The regulation of leaf senescence is a complex process. However, the underlying mechanism is poorly understood. Here, we uncovered a novel and the pivotal role of *Arabidopsis* HDA9 (a RPD3-like histone deacetylase) in promoting the onset of leaf senescence. We found that HDA9 acts in complex with a SANT domain-containing protein POWERDRESS (PWR) and transcription factor WRKY53. Our genome-wide profiling of HDA9 occupancy reveals that HDA9 directly binds to the promoters of key negative regulators of senescence and this association requires PWR. Furthermore, we found that PWR is important for HDA9 nuclear accumulation. This study reveals an uncharacterized epigenetic complex involved in leaf senescence and provides mechanistic insights into how a histone deacetylase along with a chromatin-binding protein contribute to a robust regulatory network to modulate the onset of plant aging.

**DOI:** http://dx.doi.org/10.7554/eLife.17214.001

## eLife digest

The leaves of many plants turn yellow in the fall as nutrients are recycled to prepare for the winter months. However, if leaves age and yellow too early, it can limit how much energy the plant can harvest from light. Thus, it is crucial for plants to know when they should start the leaf aging process. This is also important for plant biologists because premature leaf yellowing can reduce both the yield and quality of crop plants.

Certain aging-related genes tightly control when and how leaves age. Like in many other organisms, plant DNA is packaged around proteins called histones. As such, one of the ways that plants regulate the activity of their genes is by chemically modifying the DNA or histones to alter how tightly the DNA is packaged. For example, to switch particular genes off, enzymes known as histone deacetylases remove an acetyl group from their histones. However, it is not clear how these enzymes know which genes to modify and how this helps to make sure that leaf aging happens at the appropriate time.

Chen et al. studied a histone deacetylase called HDA9 in a flowering plant named *Arabidopsis.* The experiments show that the HDA9 enzyme plays an important role in ensuring the leaves turn yellow at the right time. Without HDA9, the leaf aging process is delayed. HDA9 also needs the help of another protein called PWR that instructs HDA9 to remove acetyl groups from the histones of specific aging-associated genes in order to switch these genes off.

The next challenge is to understand how HDA9 and PWR sense developmental and environmental signals to trigger the histone modifications. It will also be important to decipher how this enzyme works with other regulators to trigger leaf aging at the right time.

**DOI:** http://dx.doi.org/10.7554/eLife.17214.002

## Introduction

Age-dependent organ and tissue dysfunction is detrimental to all organisms. Leaf senescence is an integral part of the plant lifecycle. Although efficient senescence is important to increase plant viability in the next generation, premature senescence often causes a decrease in the yield and quality of crops (Avila-Ospina et al., 2014; Distelfeld et al., 2014; Guo and Gan, 2014). Thus, the knowledge of mechanisms underlying leaf aging has profound implications in many biotechnological applications, including increasing plant productivity and preventing post-harvest loss during transportation and storage. Regulation of leaf senescence is a complex process controlled by developmental and environmental signaling pathways (Lim et al., 2007; Woo et al., 2013; Schippers, 2015). Many senescence-associated genes (*SAGs*) and transcription factors have been identified (Gepstein et al., 2003; Buchanan-Wollaston et al., 2005; Breeze et al., 2011; Guo and Gan, 2012). However, their in vivo function in senescence remains largely unknown. For the relatively well-studied senescence-associated transcription factors, current knowledge of their function is mostly derived from knockout mutants, transgenic overexpressing plants, or identification of downstream target genes. Little is known how these transcription factors are regulated and function mechanistically in the global control of leaf senescence.

Epigenetic modification is an important gene regulatory mechanism in eukaryotic organisms and plays critical roles in diverse biological processes, including genome stability and integrity, normal growth and development, diseases, and stress responses (Kawashima and Berger, 2014; Matzke and Mosher, 2014; Pikaard and Mittelsten Scheid, 2014). Histone (de)acetylation plays important roles in genome expression, organization, and function through the coordinated activities of histone acetyltransferases and deacetylases (Haberland et al., 2009; Wang et al., 2014; Verdin and Ott, 2015). While acetylation is often associated with active transcription, histone deacetylases (HDACs) are generally considered transcriptional repressors that remove acetylation and induce chromatin compaction (Verdin and Ott, 2015).

HDACs are highly conserved enzymes in eukaryotes. The flowering plant *Arabidopsis thaliana* has eighteen annotated histone deacetylases that are grouped into three families: twelve RPD3-like (REDUCED POTASSIUM DEPENDENCE 3), two SIR2 (SILENT INFORMATION REGULATOR 2), and four plant-specific HD2 (HISTONE DEACETYLASE 2) based on sequence similarity and cofactor dependence (Pandey et al., 2002). Genetic studies have revealed the critical function of HDACs in crosstalk between plant genomes and the environment in plant responses to diverse stresses at the cellular and organismal levels (Krogan and Long 2009; Kim et al. 2012; Pikaard and Mittelsten Scheid, 2014; Wang et al., 2014). Certain HDACs (e.g. HDA6 and HDA19) also function in genome integrity and gene silencing (Murfett et al., 2001; Probst et al., 2004; May et al., 2005; Earley et al., 2006; Vaillant et al., 2007; Tanaka et al., 2008; Pontvianne et al., 2013). Interplays between HDACs and other epigenetic modifications have also been documented. For example, HDA6 is important for DNA methylation (Aufsatz et al., 2002; Earley et al., 2010; To et al., 2011; Liu et al., 2012; Blevins et al., 2014; Stroud et al., 2013). Functional disruption of HDACs often causes pleiotropic abnormalities in plant growth and development (Krogan and Long, 2009; Kim et al., 2012; Pikaard and Mittelsten Scheid, 2014; Wang et al., 2014). For instance, early studies using an antisense approach to knockdown histone deacetylases suggest a potential role of histone deacetylation in leaf senescence (Tian and Chen, 2001). HDA6 is implicated in leaf senescence by downregulation of two *SAGs* in the loss-of-function mutants (Wu et al., 2008). However, the underlying mechanism through which HDA6 and other HDACs act in leaf senescence is unknown.

Histone deacetylase 9 (HDA9) is a RPD3 type deacetylase, closely related to mammalian HDAC3 (Pandey et al., 2002). Previous genetic mutational studies have established important roles of HDA9 in flowering (Kim et al., 2013; Kang et al., 2015), seed germination (van Zanten et al., 2014), and salt and drought stress (Zheng et al., 2016). However, the composition, regulation, and mechanistic action of HDA9 are unknown.

In this study, we report the identification and characterization of a previous uncharacterized repressive complex containing HDA9 and a SANT domain-containing protein POWERDRESS (PWR) as novel regulators of leaf senescence. HDA9 promotes the onset of age-related and dark-induced leaf senescence by regulating the expression of genes involved in senescence. Our genome-wide profiling of HDA9 occupancy reveals that HDA9 directly binds to the promoters of key negative regulators and this binding requires PWR. PWR physically interacts with HDA9 and loss-of-function *pwr* mutants phenocopy *hda9*, indicating that this complex is biologically relevant. Furthermore, we demonstrate that PWR is important for HDA9 nuclear accumulation as HDA9 protein level is significantly reduced in the nucleus in *pwr* mutants. Thus, we propose that PWR acts at multiple levels to regulate HDA9 function. To our knowledge, this is the first genome-wide study on targeting and regulating mechanism for a histone deacetylase in plants. Together, this study reveals an uncharacterized epigenetic complex involved in leaf senescence and provides mechanistic insights into how a histone deacetylase along with a chromatin-binding protein contribute to a robust regulatory network to promote the onset of plant aging.

## Results

### PWR interacts with HDA9

To gain mechanistic insights into HDA9 action, we identified the protein complex associated with HDA9 by performing immunoaffinity purification followed by multidimensional protein identification technology mass spectrometry (IP-MS). We generated *Arabidopsis* transgenic plants expressing *HDA9-*3xFLAG driven by the native *HDA9* promoter in *hda9* mutant background (pHDA9::HDA9-3xFLAG/*hda9*, abridged as HDA9-FLAG, Figure 1—figure supplement 1A). HDA9-FLAG rescued the dwarf phenotype of *hda9* (Figure 1—figure supplement 1B)(Kang et al., 2015), suggesting that HDA9-FLAG is functional in vivo. As a control, the same purification was performed in parallel with wild type Col-0 (WT). Our IP-MS analysis revealed 51 unique HDA9 peptides and also identified a peptide corresponding to a known HDA9-interacting protein AHL22 (Yun et al., 2012) (Figure 1A, Figure 1—source data 1). Besides HDA9, the most enriched protein in our MS is a SANT domain-containing protein POWERDRESS (PWR) with 27 unique peptides (Figure 1A). To confirm the PWR interaction, we generated transgenic plants expressing *PWR*-3xFLAG driven by its endogenous promoter (pPWR::PWR-3xFLAG, abridged as PWR-FLAG) in WT background. Reciprocal IP-MS of PWR-FLAG also purified HDA9 (Figure 1A, Figure 1—source data 1). To further validate the HDA9-PWR interaction, we performed co-immunoprecipitation (co-IP) experiments in F1 *Arabidopsis* plants expressing both HA-tagged HDA9 and FLAG-tagged PWR. When we pulled down PWR with anti-FLAG beads, we detected the co-precipitation of HDA9 with an anti-HA antibody (Figure 1B).

**Figure 1.**
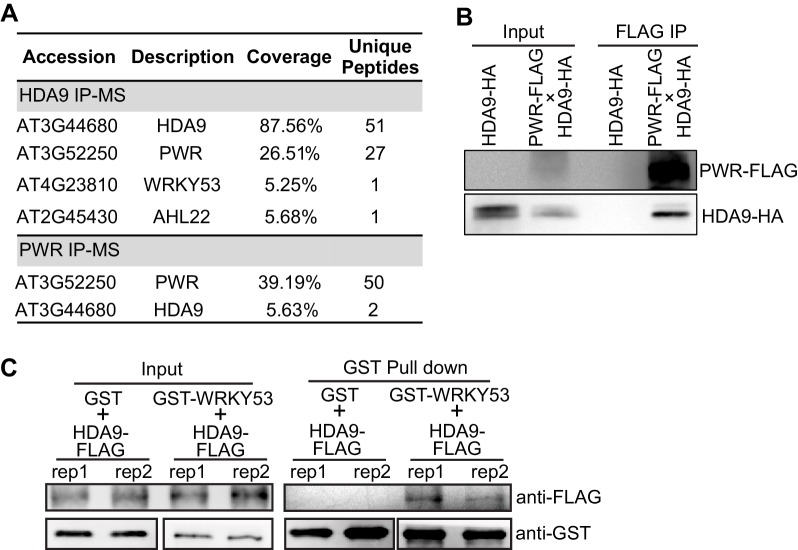
HDA9 interacts with PWR and WRKY53. (**A**) Summary of partial proteins associated with HDA9 and PWR identified by affinity purification and mass spectrometry analysis. Coverage indicates the percentage of full-length protein covered by identified unique peptides. Unique peptides indicate the number of identified peptides that are mapped to an individual protein. (**B**) Co-immunoprecipitation of HDA9 and PWR using *Arabidopsis* F1 plants expressing both HDA9-HA and PWR-FLAG. (**C**) In vitro pull down assay of GST-WRKY53 and HDA9-FLAG. Two technical replicates were performed (rep1 and rep2). GST protein serves as a control. **DOI:** http://dx.doi.org/10.7554/eLife.17214.003 10.7554/eLife.17214.004Figure 1—source data 1.List of proteins identified by IP-MS in HDA9 and PWR.**DOI:** http://dx.doi.org/10.7554/eLife.17214.004

**Figure 1—figure supplement 1.**
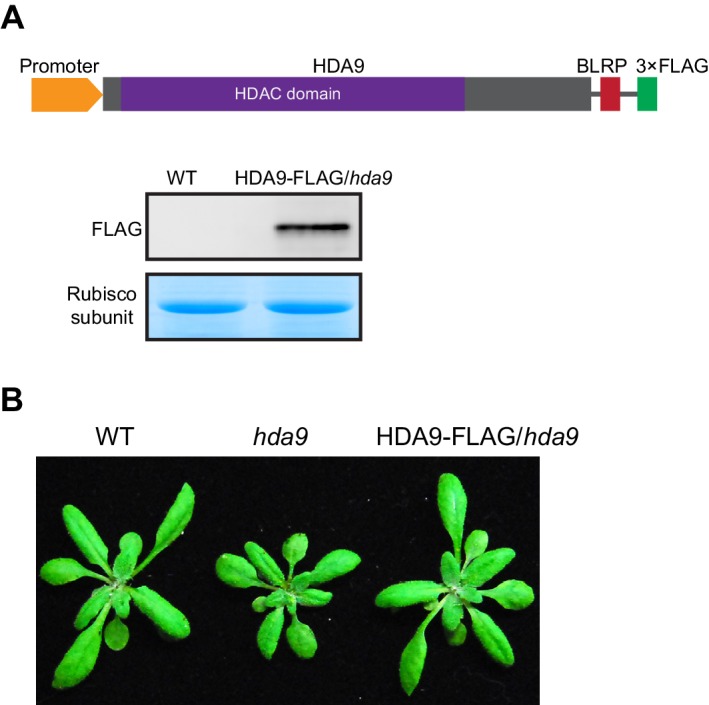
HDA9-FLAG protein is functional in *Arabidopsis*. (**A**) Determination of HDA9 protein level in transgenic *Arabidopsis* expressing pHDA9::HDA9-3xFLAG/*hda9* (HDA9-FLAG). Top panel, schematic diagram of HDA9-FLAG protein; bottom panel, detection of HDA9-FLAG protein with FLAG antibody. Coomassie staining of large subunit of rubisco as a loading control. (**B**) HDA9-FLAG rescued the dwarf phenotype of *hda9* mutant. **DOI:** http://dx.doi.org/10.7554/eLife.17214.005

Our IP-MS also showed the co-purification of the WRKY53 transcription factor with HDA9 (Figure 1A). WRKY53 is induced at the early stage of leaf senescence and promotes the onset of senescence (Miao and Zentgraf, 2007). To confirm HDA9-WRKY53 interaction, we expressed and purified GST tagged full-length WRKY53 protein from *E. coli*, incubated with HDA9 protein purified from *Arabidopsis* HDA9-FLAG transgenic plants, and performed an in vitro GST pull down assay. HDA9-FLAG was pulled down by GST-WRKY53 but not GST itself (Figure 1C), suggesting that WRKY53 interacts with HDA9.

### Loss-of-function HDA9 and PWR mutations induce H3 hyperacetylation in vivo

The physical association of PWR with HDA9 led us to propose that PWR is important for HDA9 activity and function in vivo. Previous studies revealed that HDA9 is critical for deacetylation of H3K9 (H3K9ac) and H3K27 (H3K27ac) in vivo (Kim et al., 2013; van Zanten et al., 2014). Accordingly, our immunoblotting assays revealed increased H3K9ac and H3K27ac levels in *hda9* mutant, but not in the HDA9-FLAG complementation plants (Figure 2A, Figure 2—figure supplement 1). Given that PWR physically interacts with HDA9, we examined whether PWR is important for H3K9ac and H3K27ac deacetylation. Similar as *hda9*, loss-of-function *pwr* mutant induces global H3K9 and H3K27 hyperacetylation (Figure 2B). We next investigated the genetic interaction between HDA9 and PWR by generating an *hda9 pwr* double mutant and found substantial increases of H3K9ac and H3K27ac in *hda9 pwr* double mutants compared to WT (Figure 2B). Consistent with our data that PWR functions together with HDA9 (Figure 1), no significant differences in the increase of H3K9ac and H3K27ac levels were noted between single and *hda9 pwr* double mutants (Figure 2B).

**Figure 2.**
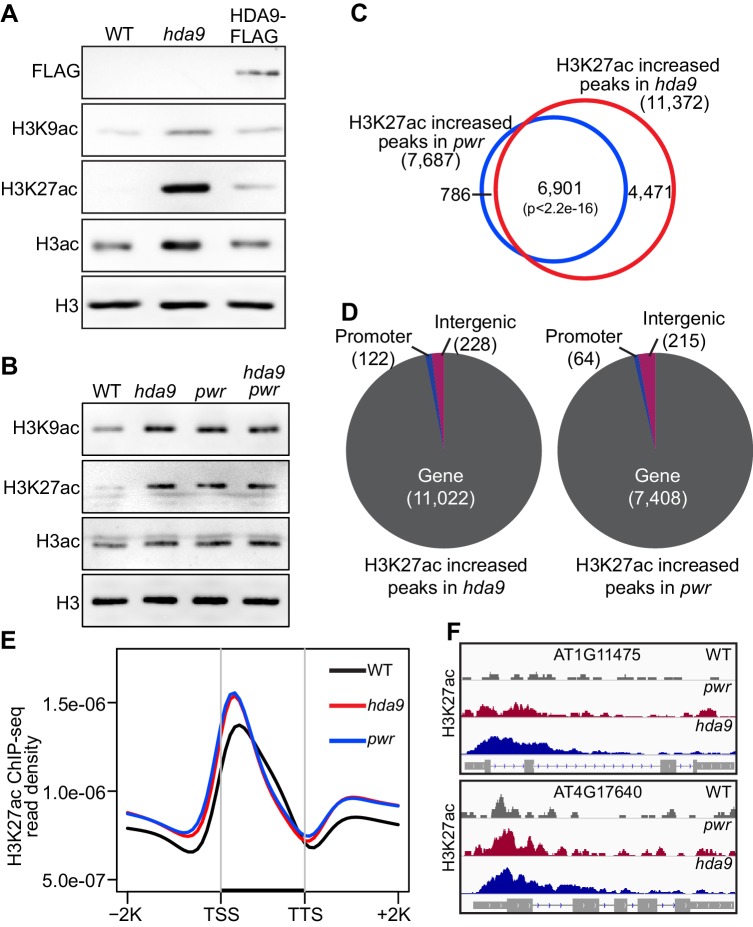
Loss-of-function *hda9* and *pwr* mutants induce H3K9 and H3K27 hyperacetylation. (**A**) Immunoblots of histone acetylation marks in *hda9*, *pwr,* and HDA9-FLAG early senescent leaves. (**B**) Immunoblots of histone acetylation marks in *hda9*, *pwr,* and *hda9 pwr* early senescent leaves. (**C**) Overlap of H3K27ac increased peaks in *hda9* and *pwr* identified by ChIP-seq. Fisher’s exact test was used to calculate the p-value. (**D**) Genomic distribution of H3K27ac increased peaks in *hda9* and *pwr*. (**E**) Metaplots of the H3K27ac distribution on genes in WT, *hda9,* and *pwr*. Black bar in the X-axis represents all genes in the genome. TSS, Transcription Start Sites; TTS, Transcription Terminal Sites; −2K and +2K represent 2 kb upstream of TSS and 2 kb downstream of TTS, respectively. The Y-axis represents read density of H3K27ac ChIP-seq. (**F**) Browser snapshots of representative loci with increased H3K27ac in *hda9* and *pwr*. **DOI:** http://dx.doi.org/10.7554/eLife.17214.006

**Figure 2—figure supplement 1.**
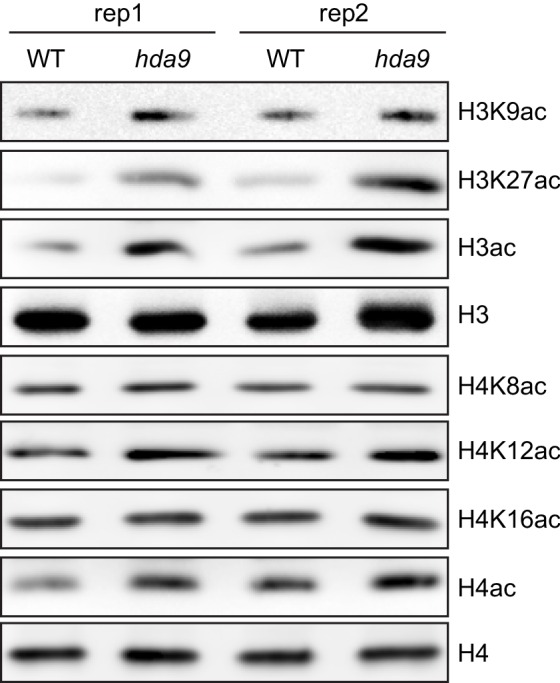
HDA9 preferentially removes acetylation on histone H3 tail in vivo. Two biological replicates (rep1 and rep2) were performed. **DOI:** http://dx.doi.org/10.7554/eLife.17214.007

To identify the specific hyperacetylated regions in *hda9* and *pwr*, we performed H3K27ac chromatin immunoprecipitation followed by sequencing (ChIP-seq) in *hda9* and *pwr* mutants. Consistent with the immunoblotting, we identified 11,372 and 7687 H3K27ac increased peaks in *hda9* and *pwr*, respectively (Figure 2C). We found that ~90% (6901 peaks) of *pwr* hyperacetylated peaks overlapped with those increased peaks in *hda9* (Figure 2C), suggesting that PWR and HDA9 target at similar genomic regions. Genomic distribution analysis of these hyperacetylated peaks showed that most of them are located in genic regions (97% for *hda9* and 96% for *pwr*, respectively) (Figure 2D), near the transcription start sites (Figure 2E,F). Together, these results suggest that PWR and HDA9 mediate deacetylation of H3K27ac at similar genomic regions.

### HDA9 preferentially binds promoters of actively transcribed genes

HDACs are generally considered transcriptional co-repressors associated with silent genes. To identify the in vivo binding pattern of HDA9, we determined the genomic occupancy of HDA9 using ChIP-seq in plants expressing HDA9-FLAG. The ChIP-seq was performed in parallel with WT. HDA9 is highly enriched in gene-rich euchromatic regions, but depleted in repeat-rich centromeric heterochromatin (Figure 3A). Further analysis identified a total of 9489 binding peaks (p=1e-03) corresponding to 8232 genes (Figure 3B, Figure 3—source data 1A). The majority of HDA9 binding peaks (6515 or approximately 69%) were located in promoter regions (Figure 3B). Similar observations were reported in a genome-wide profiling of mammalian HDACs (Wang et al., 2009). We next examined the relationship between HDA9 binding and gene expression levels. We divided all 28,000 *Arabidopsis* genes equally into five groups based on their expression levels and correlated them with HDA9 binding. Surprisingly, we found that HDA9 is preferentially enriched in the promoters of active genes but not silent genes (Figure 3C). 

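The paper's list of HDA9 bound genes was read as far as it runs in the supplementary table, within chromosome 1, and 1993 of the 7842 chromosome 1 genes up to the last listed gene were bound. The authors' FPKM of these genes in WT early senescent leaves were averaged over 2 libraries. The median FPKM was 14.1 for the bound genes and 0.361 for the other 5849 genes. On the log10(FPKM + 1) scale the medians were 1.18 and 0.134, a difference of 1.04. The difference in means was 0.658, with a two-sided permutation p of 1e-05, the smallest that 100000 resamples can give, and genes are not independent replicates. The difference in medians was 1.03 in WT replicate 1 and 1.07 in WT replicate 2. In WT young leaves it was 0.808. The alternative that moved it most was the restriction to genes above 0 FPKM, with which it was 0.476. Of the bound genes, 84.5% had an FPKM of at least 1, against 44.8% of the other genes. The share listed at 0 was 7.43% of the bound genes and 34.6% of the others.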

We also found that HDA9 bound genes showed significantly higher expression than the average expression levels of all genes (Figure 3D). To further examine the relationship between HDA9 and active genes, we correlated HDA9 binding with DNase I hypersensitive sites that are generally associated with accessible chromatin states (Zhang et al., 2012). We found co-localization between HDA9 binding and DNase I hypersensitive sites in gene promoters (Figure 3E, Figure 3—figure supplement 1A). Thus, HDA9 is associated with active genes.

**Figure 3.**
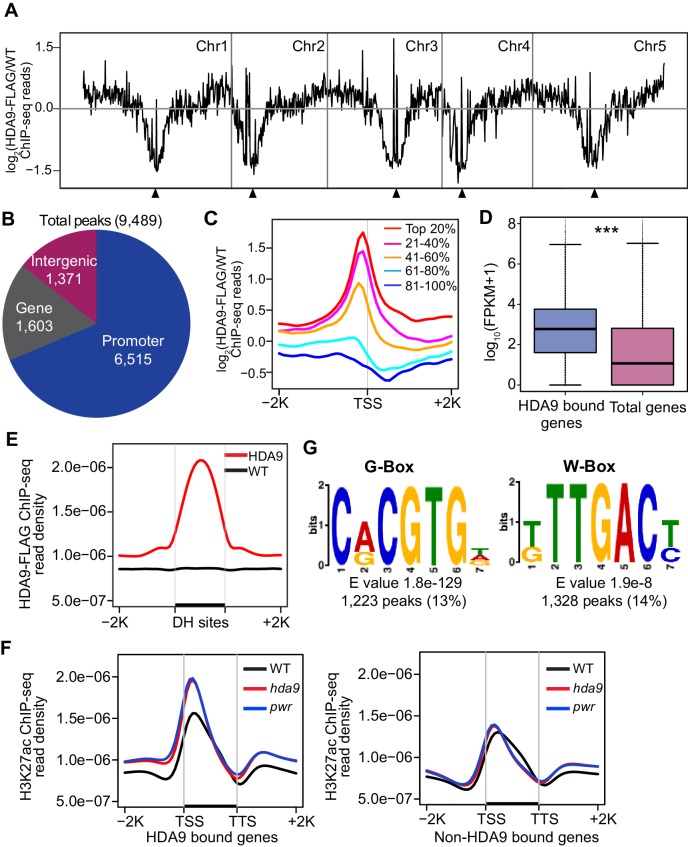
HDA9 binds to promoters of active genes. (**A**) Chromosomal views of HDA9 distribution on five chromosomes. The Y-axis represents the log_2_ value of HDA9-FLAG ChIP-seq reads relative to those of untagged WT control. Chr1, Chr2, Chr3, Chr4, and Chr5 represent chromosomes 1 to 5, respectively. Black triangles indicate the location of centromeric regions. (**B**) Genomic distribution of HDA9 binding peaks. (**C**) Metaplots of HDA9 binding levels on genes. Total genes were divided evenly into five groups based on their expression level in WT. Top 20% indicates the 20% genes with highest expression level, 81%–100% indicates the 20% genes with lowest expression level. The Y-axis represents the log_2_ value of HDA9-FLAG ChIP-seq reads relative to those of untagged WT control. −2K and +2K represent 2 kb upstream and downstream of TSS, respectively. (**D**) Box plots of the average expression levels of HDA9 bound genes and total genes. The Y-axis indicates log_10_ value of FPKM + 1. FPKM, Fragments Per Kilobase of transcript per million mapped reads. Bars within the boxes represent the mean values. ***p<0.001. (**E**) Metaplots of HDA9 binding on previously identified DH (DNase I Hypersensitive) sites in HDA9-FLAG and untagged WT control. Black bar in the X-axis represents DH sites. The Y-axis represents the read density of HDA9-FLAG ChIP-seq reads. (**F**) Metaplots of H3K27ac on HDA9 bound genes and non-HDA9 bound genes in WT, *hda9,* and *pwr.* Black bar in the X-axis represents genes. The Y-axis represents read density of H3K27ac ChIP-seq reads. (**G**) Representative DNA motifs identified in HDA9 binding sites by DREME. **DOI:** http://dx.doi.org/10.7554/eLife.17214.008 10.7554/eLife.17214.009Figure 3—source data 1.HDA9 binds to active genes.(**A**) List of HDA9 bound genes. (**B**) Genes showing HDA9 binding and upregulation in *hda9*. (**C**) Chromatin related proteins showing HDA9 binding.**DOI:** http://dx.doi.org/10.7554/eLife.17214.009

**Figure 3—figure supplement 1.**
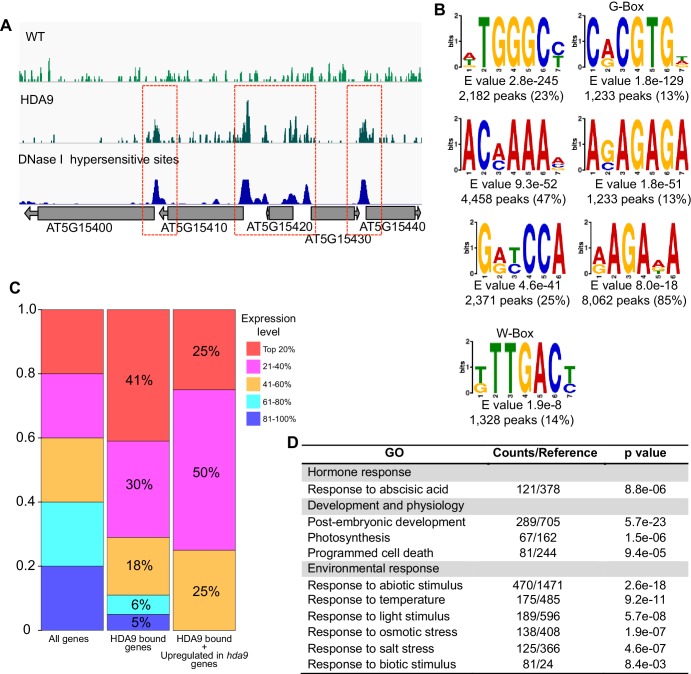
HDA9 binds to open chromatin regions with known DNA motifs. (**A**) Representative snapshots show the correlations between HDA9 binding sites and DNase I hypersensitive sites. (**B**) DNA motifs identified in HDA9 binding peaks by DREME. Motifs with E value less than 1.0e-7, peak number more than 1200 were shown. E value and peak numbers are listed at bottom of each motif. (**C**) Analysis of expression level of HDA9 bound genes. Left panel, all genes are equally divided into 5 groups based on their expression level. Middle panel, distribution of HDA9 bound genes in different groups. Right panel, distribution of genes with HDA9 binding and upregulation in *hda9* in different groups. (**D**) GO analysis of genes with HDA9 binding but no significant expression change in *hda9*. **DOI:** http://dx.doi.org/10.7554/eLife.17214.010

To determine the biological significance of our defined HDA9 binding sites, we correlated the HDA9 binding genes with their H3K27ac levels in *hda9*. By comparing the H3K27ac levels over HDA9 and non-HDA9 bound genes, we found that HDA9 bound genes showed much higher increased H3K27ac levels in *hda9* compared to non-HDA9 bound genes (Figure 3F). Similarly, HDA9 binding is highly correlated with *pwr* induced H3K27 hyperacetylation (Figure 3F), suggesting that PWR and HDA9 mediate deacetylation of H3K27ac at similar genomic regions.

We next searched for putative DNA-binding motifs for HDA9 binding peaks using the DREME algorithm (Bailey, 2011) and identified seven significantly enriched consensus motifs (cut off p<1e-07 and minimum of 1200 peaks) (Figure 3—figure supplement 1B). Among them, 1233 HDA9 binding peaks (13%) showed the significant enrichment of G-box (CACGTG) motif (p=1.8e-129) (Figure 3G) that is present mostly in the promoter regions of genes and recognized by transcription factors (Menkens et al., 1995). PIF4/5 is one of the G-box binding proteins previously shown to be involved in leaf senescence (Sakuraba et al., 2014). In addition, we identified a W-box motif (TTGAC/T), recognized by WRKY family transcription factors (Rushton et al., 2010), as another putative HDA9 recognition motif (1328 peaks, p=1.9e-8) (Figure 3G), consistent with our observation that WRKY53 is co-purified with HDA9 (Figure 1A,C).

### PWR and HDA9 act in the same pathway to promote age-related and dark-induced leaf senescence

The HDA9-WRKY53 interaction and enrichment of WRKY binding motif in HDA9 binding sites led us to investigate a potential role of HDA9 in leaf senescence. We examined the leaf yellowing in *hda9* T-DNA knockout mutants and WT plants. After five weeks of growth, we observed the tips of older leaves in WT yellowed sooner than those of *hda9* (Figure 4A). By measuring the number of days from germination to leaf tip yellowing, we found that *hda9* mutant leaves became senescent at 39 days, significantly later than WT (35 days, p=4e-06) and the HDA9-FLAG complementation plants (37 days, p=0.025) (Figure 4B). Consistent with the role of HDA9 in the early stage of senescence, we found slightly elevated HDA9 protein in early senescent leaves (Figure 4—figure supplement 1).

**Figure 4.**
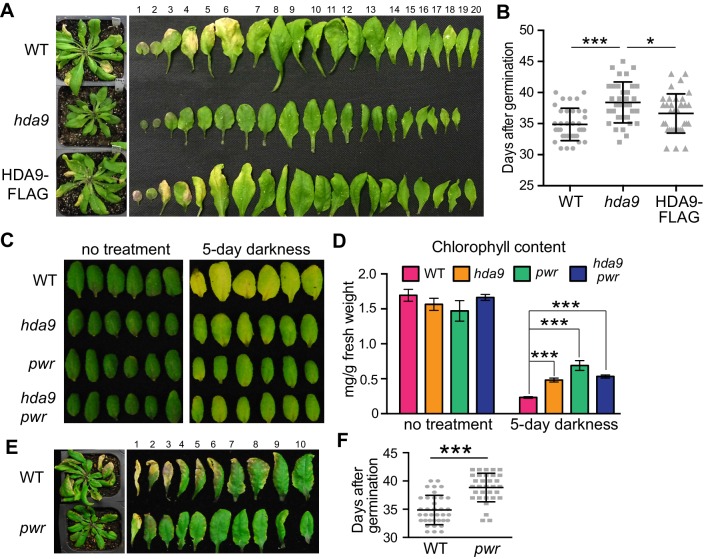
HDA9 and PWR act in the same pathway to promote leaf senescence. (**A**) Phenotypic analysis of leaves from 5-week-old plants of wild type (WT), *hda9*, and HDA9-FLAG plants expressing HDA9-FLAG driven by the native HDA9 promoter in *hda9* mutant background. Rosette leaves were numbered from bottom to top with the first leaf being the oldest and 20th being the youngest. (**B**) Quantification of days from germination to onset of leaf senescence in WT, *hda9* and HDA9-FLAG. Points (round, square, or triangle) represent the number of days for an individual plant to reach onset of senescence. Error bars represent standard deviation for at least 30 tested plants. (**C**) Dark treatment of the 5th and 6th leaves detached from 3-week-old plants of *hda9*, *pwr*, and *hda9 pwr* double mutants. (**D**) Chlorophyll content measurement of leaves from (**C**). Error bars represent a standard deviation for three biological replicates. (**E**) Leaf senescence phenotype of 5-week-old *pwr* mutant. The oldest ten leaves are shown. (**F**) Quantification of days from germination to the onset of leaf senescence in WT and *pwr*. Points (round or square) represent the number of days for an individual plant to reach onset of senescence. Error bars represent standard deviations for at least 30 tested plants. Student’s t-tests were used to calculate the p values. *p<0.05, ***p<0.001. **DOI:** http://dx.doi.org/10.7554/eLife.17214.011

**Figure 4—figure supplement 1.**
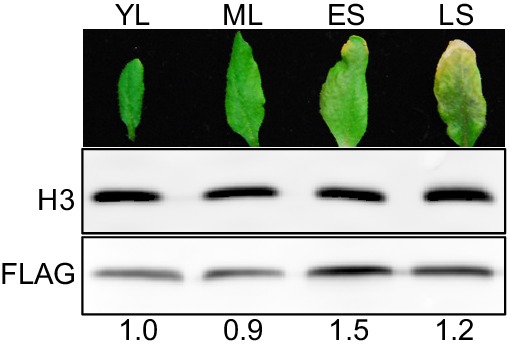
HDA9-FLAG shows elevated protein accumulation in early senescent leaves. Western blots of HDA9-FLAG protein levels in young leaf (**YL**), mature leaf (**ML**), early senescent leaf (**ES**), and late senescent leaf (**LS**). Numbers at the bottom represent the intensity of HDA9-FLAG signals normalized to those of histone H3. **DOI:** http://dx.doi.org/10.7554/eLife.17214.012

Leaf senescence can also be induced by environmental stresses such as darkness (Lim et al., 2007). To examine the role of HDA9 in dark-induced leaf senescence, we analyzed leaf yellowing of the fifth and sixth rosette leaves detached from the plants of WT and *hda9*. Dark-induced leaf yellowing was attenuated in the *hda9* mutant relative to WT (Figure 4C). Consistent with the visible phenotype, *hda9* mutant leaves had greater total chlorophyll content than WT after dark treatment (Figure 4D). Thus, HDA9 promotes the onset of both age-related and dark-induced leaf senescence.

Given that PWR physically interacts with HDA9, we examined whether PWR also contributes to leaf senescence. Loss-of-function *pwr* mutants phenocopy *hda9*, showing delayed senescence of both naturally aged and dark-treated leaves (Figure 4C–F). Furthermore, we found that there was no noticeable difference in the degree of delayed leaf yellowness between the *hda9 pwr* double and the respective single mutants (Figure 4C). The similar leaf senescence phenotypes of *hda9, pwr,* and *hda9 pwr* mutants were further supported by their similar retention of chlorophyll content (Figure 4D). These observations indicate that HDA9 and PWR act in the same pathway to promote leaf senescence.

### PWR and HDA9 regulate the expression of the same group of genes involved in leaf senescence

The onset of leaf senescence is often accompanied by increased expression of senescence-associated genes (*SAGs*) and decreased expression of senescence downregulated genes (*SDGs*) (Gepstein et al., 2003; Breeze et al., 2011; Brusslan et al., 2015). Consistent with the delayed leaf senescence phenotype in *hda9*, we found the downregulation of hallmark *SAGs* including *SENESCENCE4* (*SEN4*), *SAG12,* and *SAG113* in *hda9* (Figure 5A). To further examine the role of HDA9 in senescence, we performed whole transcriptome analysis by mRNA sequencing (RNA-seq) in *hda9* mutant and WT of two week-old young leaves (YL) as well as early senescence (ES) leaves. 

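RNA-seq libraries of early senescent (ES) leaves were made in 2 replicates each for WT, *hda9* and *pwr*. For young leaves (YL) there were 2 WT libraries and 1 *hda9* library. The paper gives the age of the YL plants as 2 weeks in its results and as 10 days in its methods. The authors aligned the reads to TAIR10 and deposited FPKM (fragments per kilobase of transcript per M mapped reads, where M stands for 1e+06) from Cufflinks for 33278 gene identifiers. The paper's read numbers for the 6 ES libraries (Supplementary file 2) lie between 10.9 M and 12.8 M. The tables hold no counts for each gene, and no counting error was computed for single FPKM values. FPKM were compared as log2(FPKM + 1) over the 18140 genes with a mean FPKM of at least 1 in the ES libraries. Every log2 fold change is a difference on this scale, which shrinks changes in genes with low FPKM. The 3 genotypes were fitted together with limma (empirical Bayes with a trend, two-sided). As in the paper, a gene was called at an unadjusted p under 0.05, and counts at a Benjamini-Hochberg adjusted p under 0.05 are given beside these. The paper's test was another one, from Cufflinks by its methods and Student's t test by its text on *pwr*.
The libraries fell into 2 sets that no label gives. In WT ES replicate 2, *hda9* ES replicate 2, both *pwr* replicates and WT YL replicate 2, the FPKM of genes under 1 FPKM fell on steps of whole reads that these libraries shared. In the other 4 libraries there were no such steps. Each set therefore holds 1 WT and 1 *hda9* library of ES leaves, and both *pwr* libraries are in the set with steps, where WT replicate 2 is the only WT library of ES leaves. Pearson's r of log2(FPKM + 1) across genes was 0.898 between the WT replicates, 0.889 between the *hda9* replicates and 0.933 between the *pwr* replicates. Between WT and *hda9* it was 0.932 in the set without steps and 0.923 in the set with steps. The lowest value, 0.826, was that between WT replicate 1 and *hda9* replicate 2. Genes are not independent replicates. On the first principal component WT replicate 1 was at one end, *hda9* replicate 2 at the other end and the *pwr* libraries between them.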

A previous study identified differential regulation of 3474 *SAGs* and 2849 *SDGs* during different stages of leaf senescence (Breeze et al., 2011). Although the expression of 30% of the *SAGs* (1023 out of 3474) increased in senescing leaves of both *hda9* and WT compared to the young leaves (Figure 5B), the fold change was significantly less in *hda9* compared to WT (Figure 5C). Similarly, decreased expression levels of 575 *SDGs* (20% of 2849) were impaired in *hda9* senescing leaves (Figure 5—figure supplement 1A,B), suggesting that HDA9 regulates the expression of senescence-related genes to promote leaf senescence. 

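In ES leaves, the 14 ABA responsive genes shown in Figure 5—figure supplement 1C had a median log2 fold change of -1.19 in *hda9*, and all 14 means were below WT. Among 10000 random lists of 14 genes with similar expression, 95% of the medians lay between -0.27 and 0.28. All 14 genes are in the paper's list of genes downregulated in *hda9*, which comes from the same libraries, so neither the shared direction nor the distance from random lists shows stability. Against WT replicate 2, the median difference of *hda9* replicate 2 was -1.65, with 14 of 14 genes lower. Within the set without steps, that between *hda9* replicate 1 and WT replicate 1 was -0.49, with 9 of 14 genes lower. The setting that moved the median most was the one without WT replicate 1, where it was -2.59, and without WT replicate 2 it reversed to 0.11.
*COR413-PM1* (AT2G15970, TAIR10 chromosome 2 from 6950041 to 6951192) had an FPKM of 529 ± 63.9 (SD, n = 2) in WT and 238 ± 43.5 (SD, n = 2) in *hda9*, a log2 fold change of -1.15 (standard error 0.31, adjusted p = 0.908, limma). *ANNAT1* (AT1G35720, TAIR10 chromosome 1 from 13225197 to 13227195) had an FPKM of 324 and 484 in the WT libraries and 184 ± 19.4 (SD, n = 2) in *hda9*, a log2 fold change of -1.10 (standard error 0.33, adjusted p = 0.908, limma). These 2 genes had an unadjusted p under 0.05, and they were lower in both *hda9* libraries than in both WT libraries. None of the 14 genes passed an adjusted p of 0.05, over all genes tested or over the list alone. An adjustment over the list alone gives no valid error rate, since the genes were chosen on these libraries. Over the list alone 4 passed with a replicate block, while the deviations of same-numbered replicates had a correlation of 0.550 between WT and *hda9*, and 4 with the library set block, chosen after seeing the data. *RAB18* (AT5G66400, TAIR10 chromosome 5 from 26518277 to 26519242) had the largest fall, a log2 fold change of -2.59 (standard error 1.85, adjusted p = 0.92, limma). Its FPKM was 8.85 in WT replicate 1 and 466 in WT replicate 2, a spread as wide as the difference from *hda9*, where the libraries had 3.53 and 27.0. For *LTP3* (AT5G59320, TAIR10 chromosome 5 from 23928971 to 23929745) the difference from WT was 0.30 for replicate 1 and -3.16 for replicate 2, so its direction differed between the library sets.

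**Figure D1:**
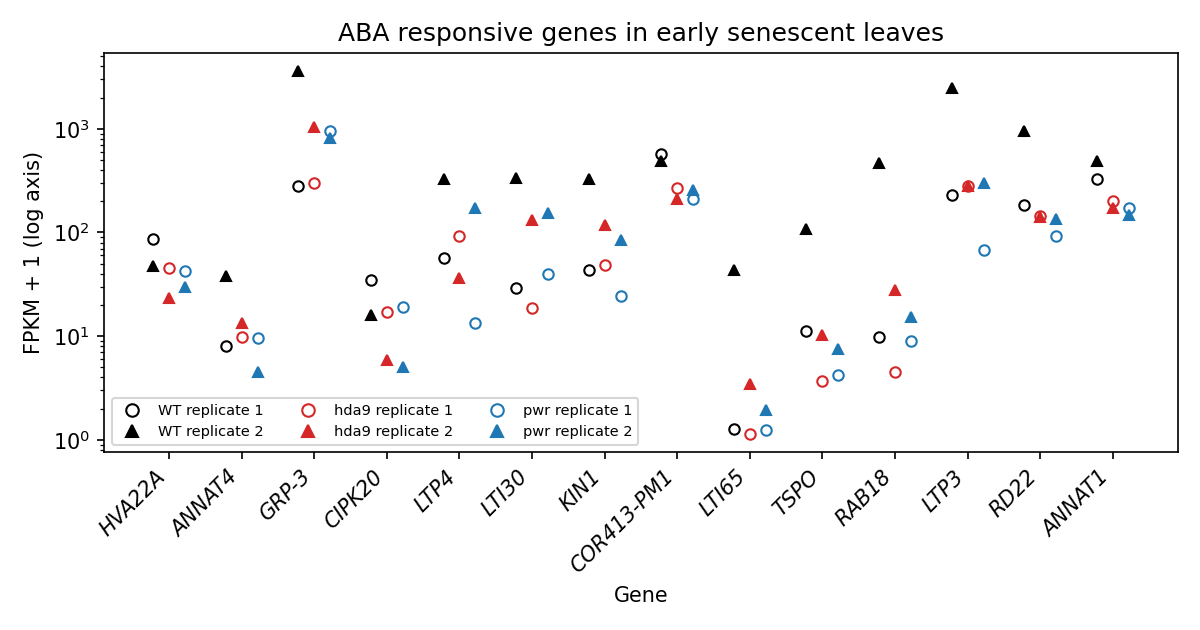
FPKM + 1 (log axis) of the 14 ABA responsive genes in each ES library of WT, *hda9* and *pwr*, with replicate 1 as open circles and replicate 2 as triangles. WT replicate 2 is the highest library for 11 of the 14 genes.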

Besides *SAGs* and *SDGs*, many abscisic acid (ABA) response genes known to promote the onset of leaf senescence, were significantly downregulated (Figure 5—figure supplement 1C), further supporting a role for HDA9 in leaf senescence.

**Figure 5.**
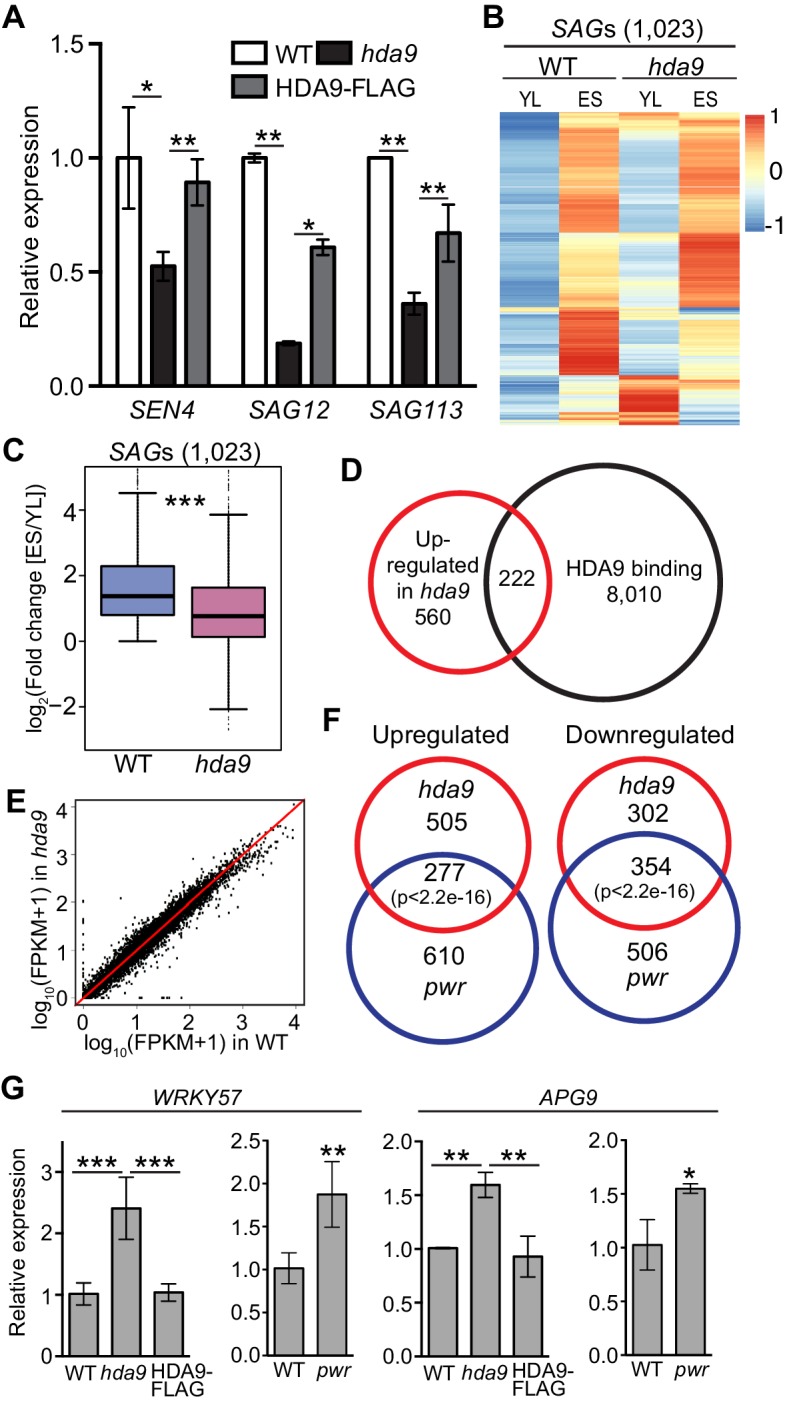
HDA9 and PWR regulate expression of the same group of genes involved in leaf senescence. (**A**) Expression of senescence marker genes in *hda9* by quantitative RT-PCR. Error bars represent a standard deviation from two biological replicates. (**B**) Heatmaps show expression of senescence-associated genes (*SAGs*) in young leaf (**YL**) and early senescence leaf (**ES**) in WT and *hda9*. The color bar on the right indicates the Z-score. (**C**) Boxplots show the less increased expression of *SAGs* in *hda9* than WT in ES. The Y-axis represents log_2_ value of fold change of expression levels of *SAGs* between ES and YL. (**D**) Overlap of upregulated genes in *hda9* and HDA9 bound genes. (**E**) Scatter plots show the expression of HDA9 bound genes in WT and *hda9*. (**F**) Overlap of differentially expressed genes in RNA-seq of *hda9* and *pwr*. Fisher’s exact test was used to calculate the p-value. (**G**) Quantitative RT-PCR confirming the upregulation of *WRKY57* and *APG9* in *hda9* and *pwr*. Relative expression was calculated as relative to *ACTIN7*, and then normalized to WT. Error bars represent a standard deviation from two biological replicates. *p<0.05, **p<0.01, ***p<0.001. **DOI:** http://dx.doi.org/10.7554/eLife.17214.013 10.7554/eLife.17214.014Figure 5—source data 1.Differentially expressed genes in *hda9*.**DOI:** http://dx.doi.org/10.7554/eLife.17214.014 10.7554/eLife.17214.015Figure 5—source data 2.Differentially expressed genes in *pwr*.**DOI:** http://dx.doi.org/10.7554/eLife.17214.015 10.7554/eLife.17214.016Figure 5—source data 3.List of overlapped genes showing differential expression in both *hda9* and *pwr*.**DOI:** http://dx.doi.org/10.7554/eLife.17214.016

**Figure 5—figure supplement 1.**
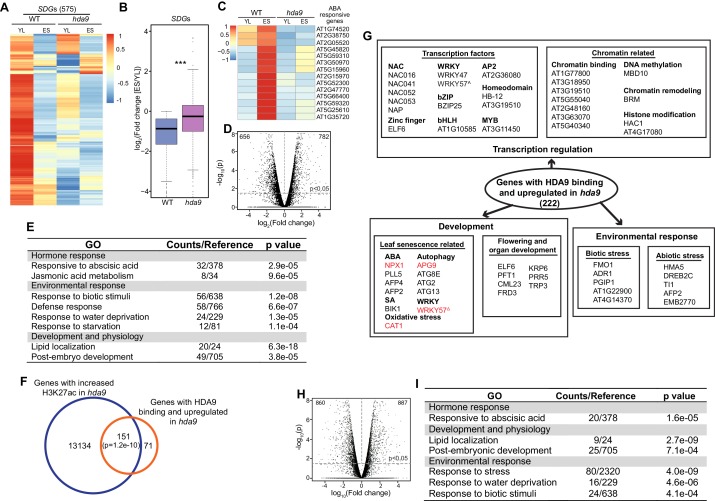
HDA9 and PWR regulate similar group of genes involved in leaf senescence. (**A**) Heatmaps show expression of senescence downregulated genes (*SDG*s) in young leaf (YL) and early senescence leaf (ES) in WT and *hda9*. The color bar on the right indicates the Z-score. (**B**) Boxplots show the less decreased expression of *SDG*s in *hda9* than WT in ES. The Y-axis represents log_2_value of fold change of expression levels of *SDG*s between ES and YL. Bars within the boxes represent the mean values. ***p<0.001. (**C**) Heatmaps show expression of selected ABA responsive genes in YL and ES in WT and *hda9*. The color bar on the left indicates the Z-score. (**D**) A volcano plot of differentially expressed genes in ES in *hda9*. The Y-axis represents log_10_ of p value and the X-axis represents log_2_value of fold change in *hda9* compared to WT. Genes were considered significantly downregulated or upregulated if p<0.05. (**E**) GO analysis of differentially expressed genes in *hda9*. (**F**) Venn diagram of genes with HDA9 binding and upregulated in *hda9* and genes with increased H3K27ac in *hda9.* (**G**) Schematic symbols of candidate genes for molecular analysis selected from HDA9 bound genes with upregulation in *hda9*. ^Δ^Although the increased expression of *WRKY57* is not defined as significant (p<0.05) in *hda9* (p=0.07), we confirmed the upregulation with RT-qPCR in both *hda9* and *pwr.* (**H**) A volcano plot of differentially expressed genes in ES in *pwr*. The Y-axis represents log_10_ of p value and the X-axis represents log_2_value of fold change in *pwr* compared to WT. Genes were considered significantly downregulated or upregulated if p<0.05. (**I**) GO analysis of upregulated and downregulated genes in both *hda9* and *pwr*. **DOI:** http://dx.doi.org/10.7554/eLife.17214.017

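Of the 18140 genes tested in ES leaves, 404 were higher and 491 lower in *hda9* than in WT at an unadjusted p under 0.05. These 895 genes compare with 907 expected if no gene differed and replicates deviated independently. The deviations of same-numbered WT and *hda9* replicates were correlated, so this comparison does not show whether the calls exceed chance. At an adjusted p under 0.05, 1 gene was higher and 4 were lower. Among fits at an unadjusted p, a block for the library set, which was chosen after seeing the data, moved these counts most. It gave 1735 genes higher and 1340 lower at an unadjusted p under 0.05 and none at an adjusted p under 0.05. With a replicate block, 812 genes were higher and 748 lower, again with none at an adjusted p under 0.05. The deviations of same-numbered replicates from their group means, which such a block removes, had a Pearson's r across genes of 0.550 between WT and *hda9*, 0.0991 between WT and *pwr*, and -0.0113 between *hda9* and *pwr*.
The log2 difference between *hda9* and WT within the set without steps and that within the set with steps had a Pearson's r of 0.343 and a Spearman's rho of 0.502 across genes, which are not independent replicates. At least 2-fold changes went the same way in both sets for 504 genes and opposite ways for 111. *HDA9* itself (AT3G44680, TAIR10 chromosome 3 from 16226556 to 16229954) had an FPKM of 8.8 ± 4.05 (SD, n = 2) in WT and 2.16 ± 1.47 (SD, n = 2) in *hda9*, a log2 fold change of -1.65 (standard error 0.46, adjusted p = 0.908, limma). The difference was -1.71 in the set without steps and -1.59 in the set with steps. Among called genes with the same direction in every library, the 3 largest rises were those of *MIR168a* (AT4G19395), *MIR413* (AT1G62355) and AT2G43120. Both microRNA loci were listed at 0 in both WT libraries. AT2G43120 (TAIR10 chromosome 2 from 17927264 to 17928984) had an FPKM of 4.19 ± 1.51 (SD, n = 2) in WT and 123 ± 151 (SD, n = 2) in *hda9*, where the SD exceeds the mean. The 3 largest falls were those of the tRNA genes AT2G07763 and AT3G52345 and of the snoRNA gene AT3G01313, which are between 71 and 83 nt long and were listed at 0 in both *hda9* libraries.
Of the paper's 782 upregulated genes 771 were tested, all were higher in *hda9*, and 284 of them (36.8%) were called. Of its 656 downregulated genes 632 were tested, all were lower, and 295 (46.7%) were called. A replicate block called 513 of the upregulated and 398 of the downregulated genes, and the library set block 583 and 457. The lists come from the same libraries, so the shared direction shows no stability. The direction was the same within both library sets for 741 of the upregulated and 581 of the downregulated genes tested.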

We identified 782 upregulated and 656 downregulated genes in *hda9* early senescent leaves compared to WT (Figure 5—figure supplement 1D, Figure 5—source data 1). These differentially expressed genes showed enrichment in senescence related pathways including jasmonic acid (JA) and ABA response (Figure 5—figure supplement 1E). To further explore the biological significance of HDA9 binding, we examined the correlation between HDA9 binding and altered gene expression in *hda9*. 

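The paper's list of genes both bound by HDA9 and upregulated in *hda9* ES leaves (Figure 3—source data 1B) holds 222 genes, of which 221 were tested. Their median log2 fold change in *hda9* was 0.96, and all 221 were higher than WT. The middle 95% of 10000 random lists matched on expression had medians between -0.04 and 0.09. The list was chosen on the same libraries, so this shows no stability. Within the set without steps the median was 0.91, with 219 genes higher, and within the set with steps it was 0.99, with 217 genes higher. The setting that moved the median most was the one without *hda9* replicate 1, where it was 1.35. At an unadjusted p under 0.05, 78 of the 221 genes were called. A replicate block called 156, and the library set block, which was chosen after seeing the data, called 182. None passed an adjusted p of 0.05 over all genes tested or over the list alone, where the smallest was 0.131 (limma). Over the list alone 172 passed with the library set block, and over all genes none did. The list was chosen on these libraries, so an adjustment over the list alone gives no valid error rate. With a replicate block none passed over the list, while the deviations of same-numbered replicates had a correlation of 0.550 between WT and *hda9*.
In *pwr* the median log2 fold change of the same genes was 0.76, and 195 of the 221 genes were higher than WT. It was 0.37 with the library set block. The list was chosen against the same WT libraries, so genes that are low in WT by chance would be higher in *pwr* as well, and the random lists are not matched for this. The rise in *pwr* is therefore no independent support. Against WT replicate 2 alone, which also took part in choosing the list, it was 0.42 for *pwr* replicate 1, with 155 genes higher, and 0.43 for *pwr* replicate 2, with 157 genes higher.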

We found 222 genes (~28%) were shown to be bound by HDA9 and significantly upregulated in *hda9* (Figure 5D, Figure 3—source data 1B), suggesting that they are directly regulated by HDA9. Of the 222 genes, 151 (~68%) showed increased H3K27ac in *hda9*, indicating a positive correlation between gene upregulation and H3K27ac increase of HDA9 targets (p=1.2e-10) (Figure 5—figure supplement 1F). Interestingly, the majority of HDA9 bound genes did not show significant expression change in *hda9* (Figure 5D,E). 

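Among the chromosome 1 genes that the listed part of the HDA9 bound genes covers, 1695 bound genes and 2653 other genes were tested in *hda9* ES leaves. Of the bound genes, 95.2% were not called at an unadjusted p under 0.05. The 81 called genes are 4.78% of the bound genes, 33 of them higher and 48 lower than WT. This balance depends on the setting, with 47 higher and 45 lower under the median ratio rescaling, 72 and 75 with a replicate block and 162 and 130 with the library set block. Of the other genes 156 (5.88%) were called. The shares did not differ detectably (two-sided Fisher's exact test, p = 0.132, with genes that are not independent replicates). The setting that moved the shares most was a 1.5-fold threshold in place of the test, with 20.6% of the bound and 22.8% of the other genes changed. In the fit with the library set block, chosen after seeing the data, 17.2% and 17.9% were called. With a replicate block, where the deviations of same-numbered replicates had a correlation of 0.550 between WT and *hda9*, 8.67% and 9.61% were.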

Similar observations are reported in human (Wang et al., 2009) and maize (Yang et al., 2016). It is possible that HDA9 is not a primary regulator of transcription at the majority of its targets. Another possibility is that other HDACs or chromatin/transcriptional repressors function together with HDA9 to regulate gene expression, and thus loss of HDA9 itself is insufficient to release the transcriptional repression of its targets. Given the function of HDA9 in leaf senescence, we sought to investigate whether HDA9 directly regulate genes involved in this process. By searching the 222 genes with HDA9 binding and upregulation in *hda9,* we found 11 genes with potential or known functions in senescence (Figure 5—figure supplement 1G), including catalase that protects cells from oxidative damage (CAT1) (Du et al., 2008), autophagy proteins that delay senescence and programmed cell death (APG9, ATG2, ATG8E and ATG13) (Hanaoka et al., 2002; Yoshimoto et al., 2004; Suttangkakul et al., 2011; Wang et al., 2011b), proteins that negatively regulate ABA signaling pathway known to promote senescence (NPX1, PLL5, AFP2, AFP4) (Schweighofer et al., 2004; Huang and Wu, 2007; Garcia et al., 2008; Kim et al., 2009b), BIK1 that negatively regulates the salicylic acid (SA) signaling pathway (Veronese et al., 2006), and WRKY57 (a WRKY family transcription factor) acts as a negative regulator of JA to prevent leaf senescence (Jiang et al., 2014).

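In ES leaves all 11 genes named in Figure 5—figure supplement 1G were higher in *hda9* than in WT, with log2 fold changes between 0.55 (*AFP2*) and 1.31 (*AFP4*) and a median of 0.85. The middle 95% of 10000 random lists of 11 genes gave medians between -0.27 and 0.33. The paper chose the genes from those bound by HDA9 and upregulated in *hda9*, and 9 of the 11 are in its list of upregulated genes from the same libraries, so this shows no stability. The median was 0.76 within the set without steps and 0.93 within the set with steps, and 11 of 11 genes were higher in each. The setting that moved it most was the one without *hda9* replicate 2, where it was 0.55. *APG9*, *ATG2*, *ATG13*, *BIK1*, *WRKY57* and *CAT1* had an unadjusted p under 0.05. No gene passed an adjusted p of 0.05 over all genes tested, and the smallest over the list alone was 0.0824 (limma). Most of the list was chosen on these libraries, so an adjustment over the list alone gives no valid error rate. With the library set block, chosen after seeing the data, 10 of the 11 genes had an unadjusted p under 0.05, all but *AFP2*, and 10 passed an adjusted p of 0.05 over the list alone. With a replicate block 9 had an unadjusted p under 0.05, all but *AFP2* and *AFP4*, and none passed over the list, while the deviations of same-numbered replicates had a correlation of 0.550 between WT and *hda9*.
*BIK1* (AT2G39660, TAIR10 chromosome 2 from 16531688 to 16533931) had an FPKM of 21.1 ± 2.16 (SD, n = 2) in WT and 42.0 ± 2.4 (SD, n = 2) in *hda9*, a log2 fold change of 0.96 (standard error 0.27, adjusted p = 0.908, limma). *PLL5* (AT1G07630, TAIR10 chromosome 1 from 2349097 to 2351692) had 17.3 ± 4.74 (SD, n = 2) and 31.2 ± 10.1 (SD, n = 2), a log2 fold change of 0.80 (standard error 0.34, adjusted p = 0.908, limma). It was called with either rescaling and with either block. *AFP2* (AT1G13740) had 2.44 ± 0.878 (SD, n = 2) and 4.34 ± 2.88 (SD, n = 2), and its difference from WT, 0.23 in the set without steps and 0.86 in the set with steps, was not called in any setting.

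**Figure D2:**
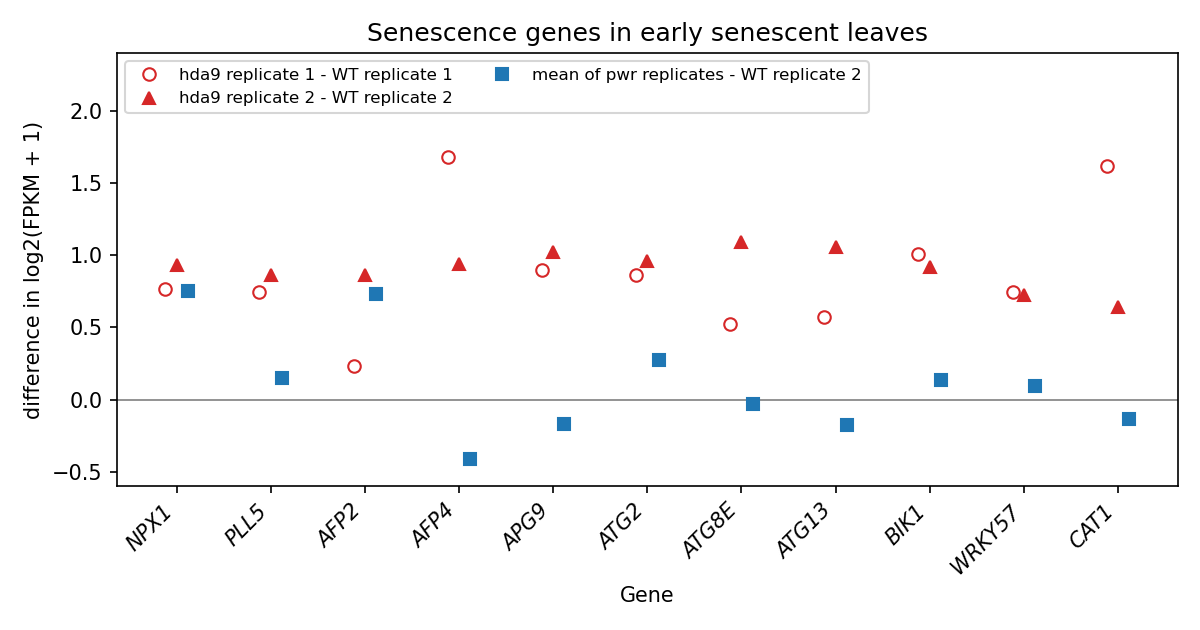
Difference in log2(FPKM + 1) from WT for the 11 senescence genes in ES leaves, with *hda9* replicate 1 against WT replicate 1 (open circles), *hda9* replicate 2 against WT replicate 2 (triangles) and the mean of the *pwr* replicates against WT replicate 2 (squares). All values for *hda9* are above 0, and those for *pwr* run from -0.41 (*AFP4*) to 0.75 (*NPX1*).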

To further dissect the functional relationship of PWR with HDA9 in leaf senescence, we performed RNA-seq in *pwr* and identified 887 upregulated and 860 downregulated genes relative to WT in ES leaves (Student’s t test, p<0.05) (Figure 5—figure supplement 1H, Figure 5—source data 2). 

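In *pwr* ES leaves, 662 genes were higher and 511 lower than in WT at an unadjusted p under 0.05. Chance would give 907 of 18140 in all if replicates deviated independently. At an adjusted p under 0.05, 3 genes were higher and 3 lower. A replicate block gave 1332 genes higher and 829 lower, with 1 gene at an adjusted p under 0.05, while the deviations of same-numbered replicates had a correlation across genes of only 0.0991 between WT and *pwr*. With the library set block, chosen after seeing the data, 1032 were higher and 1202 lower. The median log2 fold change of all genes tested was 0.085 and became -0.0046 with the median ratio rescaling, which gave 572 genes higher and 661 lower.
Both *pwr* libraries are in the set with steps and WT replicate 1 is not, so the difference between *pwr* and the WT mean includes any effect of the library set. Of the genes called higher in *pwr*, 74.0% were also higher in *hda9* replicate 2 than in *hda9* replicate 1, against 58.1% of all genes tested. Of those called lower, 70.8% were lower, against 41.3% of all genes. Transcripts of *PWR* (AT3G52250, TAIR10 chromosome 3 from 19376138 to 19383100) had an FPKM of 13.6 ± 4.8 (SD, n = 2) in WT and 6.51 ± 0.702 (SD, n = 2) in *pwr*, a log2 fold change of -0.92 (standard error 0.39, adjusted p = 0.729, limma). Against WT replicate 2 alone it was -1.26. *PWR* had an unadjusted p under 0.05 with either rescaling and with either block, and not without them. The 3 largest rises were those of *MIR168a*, AT4G23271 and AT3G01319, and the 3 largest falls those of AT3G52345, SNOR105 (AT1G29071) and AT1G07885. All but AT3G01319 were listed at 0 in both libraries of WT or of *pwr*, and AT1G07885 is the only one of them over 300 nt.
Of the paper's 887 upregulated genes 834 were tested, 832 were higher in *pwr*, and 433 (51.9%) were called. Of its 860 downregulated genes 835 were tested, 831 were lower, and 312 (37.4%) were called. A replicate block called 607 and 411 of them, and the library set block 377 and 442. The lists come from the same libraries.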

Of the affected genes in *hda9,* 277 out of 782 upregulated genes (38%) and 354 out of 656 downregulated genes (54%) showed up- or downregulation in *pwr*, respectively (Figure 5F, Figure 5—source data 3). 

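Of the 404 genes called higher in *hda9* ES leaves, 130 (32.2%) were also called higher in *pwr*. Of the 491 called lower, 185 (37.7%) were also called lower in *pwr*. Only 3 genes were higher in *hda9* and lower in *pwr*, and 13 were lower in *hda9* and higher in *pwr*. At an adjusted p under 0.05, 1 gene was higher and 3 were lower in both mutants. Among fits at an unadjusted p, the replicate block moved the overlap most, to 337 genes higher and 345 lower in both, while the deviations of same-numbered replicates had a correlation across genes of -0.0113 between *hda9* and *pwr*. A fit with the library set block, chosen after seeing the data, gave 323 genes higher and 290 lower in both, 18.6% and 21.6% of the genes called in *hda9*. By the paper's own lists, the shared genes are 35.4% of its upregulated and 54.0% of its downregulated genes in *hda9*.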

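If the calls in *hda9* and *pwr* were independent, 14.7 genes would be called higher in both mutants in ES leaves and 13.8 lower in both. The odds ratio was 15.3 for genes higher in both (one-sided Fisher's exact test, p = 4.72e-88) and 32.1 for genes lower in both (p = 2.51e-166). The test takes genes as independent, which they are not, and both mutants were compared with the same WT libraries. The odds ratios with the library set block, chosen after seeing the data, were 5.06 and 4.81. With a replicate block they were 11.6 and 29.9, while the deviations of same-numbered replicates had a correlation of -0.0113 between *hda9* and *pwr*.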

The number is much larger than expected by chance (Fisher’s exact test, p<2.2e-16). GO analysis of the overlapping genes showed enrichment in developmental and environmental stress and ABA signaling pathways (Figure 5—figure supplement 1I), indicating that PWR and HDA9 regulate the expression of the same group genes in leaf senescence. *NPX1*, one of the HDA9 direct targets, also showed significant upregulation in *pwr* (Figure 5—source data 3). 

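*NPX1* (AT5G63320, TAIR10 chromosome 5 from 25374413 to 25379674) had an FPKM of 17.2 ± 3.57 (SD, n = 2) in *pwr* ES leaves and 7.4 ± 3.27 (SD, n = 2) in WT. The log2 fold change was 1.16 (standard error 0.46, adjusted p = 0.729, limma), with an unadjusted p under 0.05, and both *pwr* libraries were above both WT libraries. Against WT replicate 2 alone, the WT library of the same set, the difference was 0.75.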

Besides *NPX1*, we also found upregulation of *APG9* and *WRKY57* in *pwr*. However, they are not defined to be significant based on our significance criteria. 

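In the RNA-seq of ES leaves, *APG9* (AT2G31260, TAIR10 chromosome 2 from 13322021 to 13327400) had an FPKM of 16.6 ± 5.66 (SD, n = 2) in WT and 18.2 ± 1.24 (SD, n = 2) in *pwr*, a log2 fold change of 0.17 (standard error 0.38, adjusted p = 0.921, limma). Both *pwr* libraries lay between the WT libraries, and with the library set block, chosen after seeing the data, the log2 fold change reversed to -0.20. *WRKY57* (AT1G69310) had an FPKM of 31.7 ± 6.07 (SD, n = 2) in WT and 38.5 ± 1.78 (SD, n = 2) in *pwr*, a log2 fold change of 0.29 (standard error 0.28, adjusted p = 0.801, limma). Against WT replicate 2 alone its difference was 0.096. Neither gene had an unadjusted p under 0.05 in *pwr* in any setting.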

To further examine their expression, we performed RT-qPCR with additional biological replicates and confirmed that *APG9* and *WRKY57* were significantly upregulated in *pwr* (Figure 5G). All together, these results together with the physical interaction of HDA9 and PWR (Figure 1) support the notion that PWR and HDA9 act in the same pathway to promote leaf senescence.

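Across the 18140 genes, the log2 fold changes of *hda9* and *pwr* in ES leaves had a Pearson's r of 0.522 and a Spearman's rho of 0.512. Genes are not independent replicates. The same WT libraries enter both fold changes, which by itself gives a positive r, and the size of that r was not computed. Within the set with steps, *hda9* replicate 2 and the *pwr* replicates, each against WT replicate 2, gave r values of 0.405 and 0.387. The alternative that moved the correlation most was the use of a different WT library for each mutant. With WT replicate 1 for *hda9* and WT replicate 2 for *pwr* r was -0.0239, and with the WT libraries exchanged it was 0.0629. With *hda9* replicate 1 against WT replicate 1 and *pwr* against WT replicate 2, a comparison in which each difference stays within 1 library set, r was 0.0151 and rho 0.0940. The value depends on the libraries picked. In an alternative chosen after seeing the values, over the 8 comparisons of 1 *hda9* and 1 *pwr* library, each against a different WT library, r ran from -0.264 (*hda9* replicate 1 against WT replicate 2, *pwr* replicate 1 against WT replicate 1) to 0.352 (*hda9* replicate 2 against WT replicate 2, *pwr* replicate 1 against WT replicate 1).

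**Figure D3:**
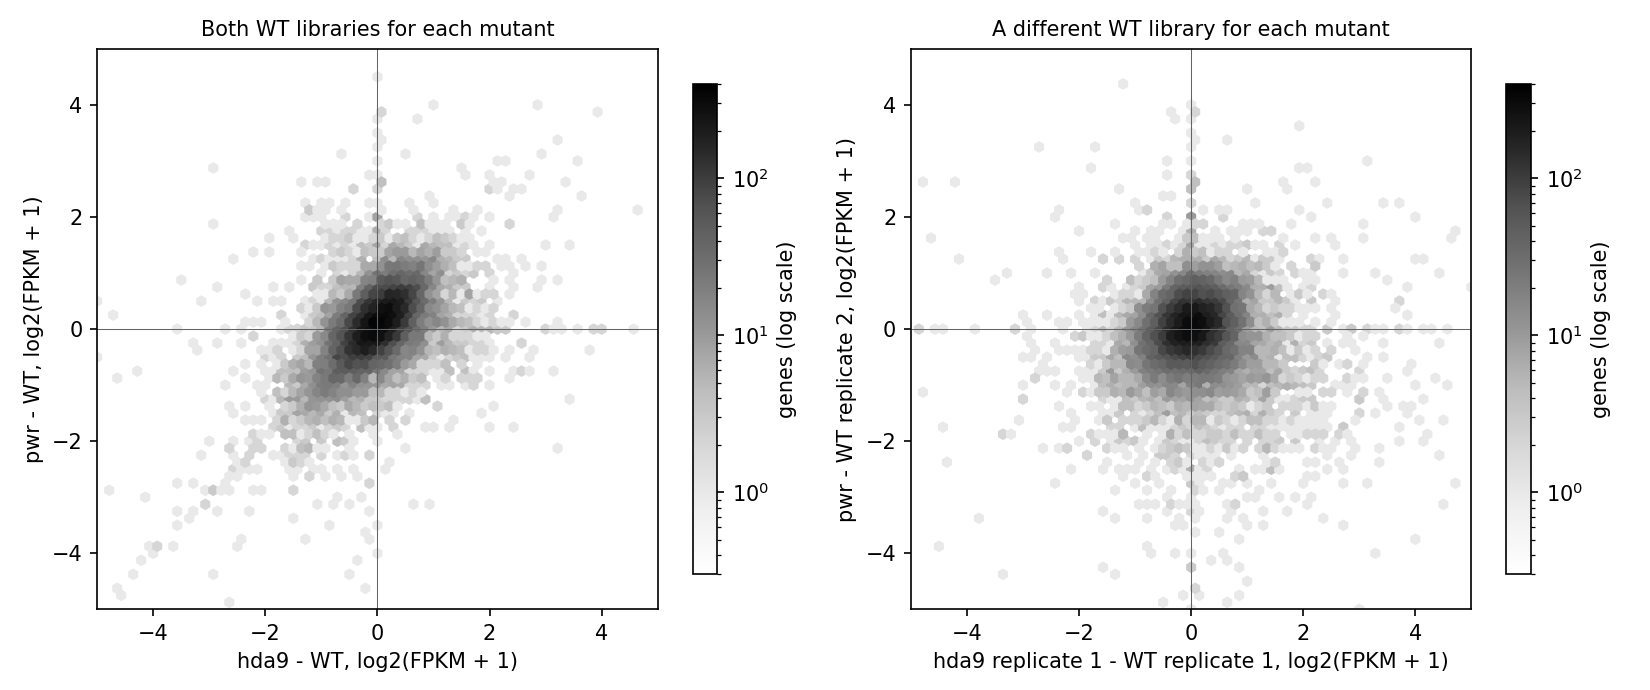
Log2 differences from WT in *hda9* (x axis) and *pwr* (y axis) over 18140 genes, shaded by the number of genes on a log scale, with both WT libraries for each mutant (left) and *hda9* replicate 1 against WT replicate 1 and *pwr* against WT replicate 2 (right). The axes leave out 11 genes on the left and 61 on the right, and r is 0.522 on the left and 0.0151 on the right, which is 1 choice of separate WT libraries among several.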

### HDA9 nuclear accumulation and chromatin association are dependent on PWR

We have confirmed PWR as a functional partner of HDA9 (Figures 4 and 5). To further dissect the molecular mechanism of PWR on HDA9 function, we examined whether PWR directly binds the same targets as HDA9. We performed ChIP-qPCR in PWR-FLAG plants and found that 9 of the 11 randomly chosen HDA9 bound loci showed significant enrichment of PWR (Figure 6—figure supplement 1A). Furthermore, PWR specifically binds to the same genomic regions within *APG9*, *WRKY57*, and *NPX1* where HDA9 are enriched (Figure 6A). Next, we asked whether PWR affected histone acetylation on the same targets of HDA9. We performed ChIP-qPCR and found that H3K27ac levels were significantly increased in *hda9* and *pwr* mutants at *WRKY57, APG9,* and *NPX1* (Figure 6B). To further examine whether *pwr* induced H3K27 hyperacetylation is correlated with HDA9 genome-wide binding, we compared the H3K27ac levels of HDA9 bound genes over non-HDA9 bound genes, and found that HDA9 bound genes showed a significantly higher increase of H3K27ac relative to non-HDA9 bound genes in *pwr* (p<2.2e-16) (Figure 6C). Together, these results suggest that PWR binds to the same genomic regions as HDA9 at HDA9 targets.

**Figure 6.**
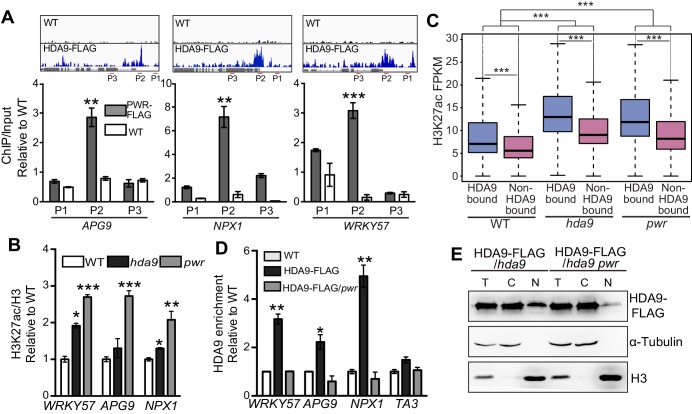
HDA9 nuclear accumulation and chromatin association are dependent on PWR. (**A**) ChIP-qPCR shows that PWR is enriched at the same genomic regions of HDA9 targets. Upper panel illustrates snapshots of HDA9 binding at *APG*, *NPX1*, and *WRKY57*. ChIP-qPCR value of PWR was normalized to WT control. Primer positions are indicated with P1, P2, and P3. Error bars represent a standard deviation from two biological replicates. (**B**) ChIP-qPCR shows H3K27ac levels at *WRKY57*, *APG9*, and *NPX1* in WT, *hda9*, and *pwr* mutants. ChIP-qPCR value of H3K27ac was normalized to WT control. Error bars represent a standard deviation from two biological replicates. (**C**) Box plots of H3K27ac levels on HDA9 bound genes and non-HDA9 bound genes in WT, *hda9,* and *pwr.* The Y-axis represents FPKM of H3K27ac ChIP-seq reads. Student’s t test, ***p<0.001. (**D**) ChIP-qPCR shows HDA9 enrichment on *WRKY57*, *APG9*, and *NPX1* in HDA9-FLAG and HDA9-FLAG/*pwr* plants. *TA3* is a transposable element that serves as a negative control. Error bars represent a standard deviation from two biological replicates. *p<0.05, **p<0.01. (**E**) Detection of HDA9-FLAG protein in total (**T**), cytoplasmic (**C**), and nuclear (**N**) extracts in HDA9-FLAG/*hda9* and HDA9-FLAG/*hda9 pwr*. **DOI:** http://dx.doi.org/10.7554/eLife.17214.018

**Figure 6—figure supplement 1.**
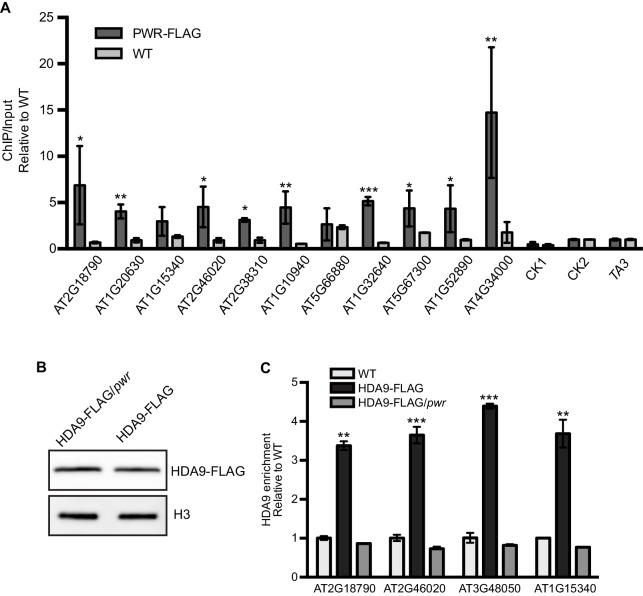
PWR is required for HDA9 recruitment to targets. (**A**) ChIP-qPCR for PWR enrichment on randomly chosen HDA9 targets. CK1 (AT1G70380), CK2 (AT2G31425), and *TA3* (AT1TE46405) are negative controls without HDA9 binding. Error bars represent a standard deviation from two biological replicates. (**B**) Western blot of HDA9-FLAG protein in WT and *pwr* background. (**C**) ChIP-qPCR for HDA9 enrichment on randomly chosen HDA9 targets in HDA9-FLAG/*hda9* and HDA9-FLAG/*hda9 pwr.* Error bars represent a standard deviation for two biological replicates. Student’s t-test, *p<0.05, **p<0.01, ***p<0.001. **DOI:** http://dx.doi.org/10.7554/eLife.17214.019

Given the loss-of-function *pwr* mutation induced global H3K9 and H3K27 hyperacetylation (Figure 2), one possible role for PWR is the recruitment of HDA9 to target loci. To test this hypothesis, we crossed an HDA9-FLAG line into the *pwr* mutant and confirmed that the overall HDA9 protein level was not affected in *pwr* (Figure 6—figure supplement 1B). We then performed ChIP-qPCR to determine the chromatin association of HDA9 in the absence of PWR. We found that the enrichment of HDA9 at *WRKY57, APG9*, *NPX1,* and four other randomly selected loci was substantially decreased in *pwr* (Figure 6D, Figure 6—figure supplement 1C), suggesting that HDA9 binding to these targets requires PWR. HDA9 needs to be imported in the nucleus for its histone deacetylation activity. The abolishment of HDA9 chromatin association in *pwr* promotes us to examine whether PWR is important for HDA9 nuclear accumulation. We performed a nuclear-cytoplasmic fractionation assay and found that HDA9 was present both in the cytoplasm and in the nucleus (Figure 6E). Interestingly, HDA9 accumulation in the nucleus was greatly reduced in *pwr* mutants compared to the plants with PWR (Figure 6E). The similar accumulation of HDA9 in the total extracts of WT and *pwr* indicates that PWR is important for HDA9 nuclear accumulation.

## Discussion

Epigenetic regulation plays important roles in many aspects of biological processes. Our study investigates the function and mechanism of epigenetic regulation in the aging process, an essential part of the plant lifecycle that has a big impact on agricultural productivity. This work uncovered a novel complex containing HDA9, PWR, and a transcription factor WRKY53 that act together to promote leaf senescence. We propose a model in which PWR facilitates the transport of HDA9 from the cytoplasm into the nucleus. In the nucleus, WRKY53 recruits PWR and HDA9 to W-box containing promoter regions. HDA9 catalyzes the removal of H3 acetylation marks and suppresses the expression of key negative regulators, which in turn induces the derepression of their downstream target genes to promote leaf senescence (Figure 7).

**Figure 7.**
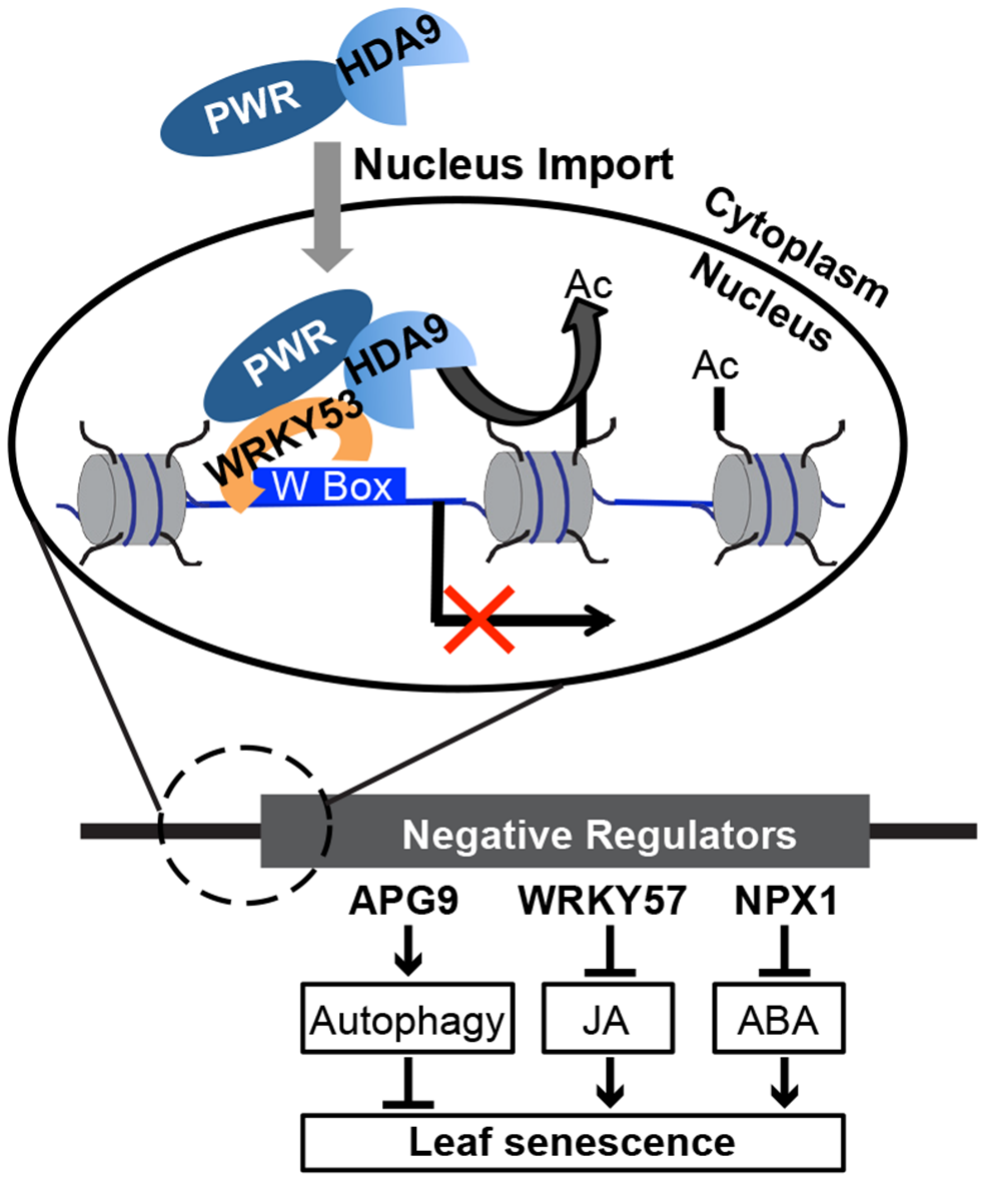
A working model for the biological functions and molecular mechanisms of HDA9 and PWR. In the cytoplasm, PWR forms complexes with HDA9 and is required for the transport of HDA9 from the cytoplasm into the nucleus. In the nucleus, PWR recruits HDA9 to W-box containing promoter regions likely with the help of WRKY53. HDA9 catalyzes the removal of H3 acetylation marks and suppresses the expression of negative senescence regulators (e.g. WRKY57, APG9, and NPX1), which in turn induces the derepression of their downstream target genes to promote leaf senescence. **DOI:** http://dx.doi.org/10.7554/eLife.17214.020

### HDA9 regulates multiple pathways to promote leaf senescence

Leaf senescence is a complex process regulated by multiple pathways. In this study, we found that many ABA-responsive genes were downregulated in *hda9* (Figure 5—figure supplement 1C), indicating that the ABA signaling pathway is impaired in *hda9* during leaf senescence. This is consistent with a previous study showing insensitivity to ABA-mediated seed dormancy and germination inhibition in *hda9* (van Zanten et al., 2014). ABA is known to promote leaf senescence (Jibran et al., 2013; Khan et al., 2014) and loss-of-function of the ABA receptor PYL8 or PYL9 causes delayed leaf senescence (Lee et al., 2015; Zhao et al., 2016). Our ChIP-seq and RNA-seq analyses reveal that neither PYL8 nor PYL9 is a primary target of HDA9. Instead, we found that HDA9 directly binds and represses two negative regulators of the ABA signaling pathway, *NPX1* and *AFP4/TMAC2* (Figure 3—source data 1B). 

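In the RNA-seq of ES leaves, *PYL8* (AT5G53160) had an FPKM of 83.0 ± 12.8 (SD, n = 2) in WT and 101 ± 5.82 (SD, n = 2) in *hda9*, a log2 fold change of 0.28 (standard error 0.30, adjusted p = 0.931, limma). *PYL9* (AT1G01360) had an FPKM of 33.1 ± 0.784 (SD, n = 2) in WT and 28.8 ± 2.98 (SD, n = 2) in *hda9*, a log2 fold change of -0.20 (standard error 0.24, adjusted p = 0.938, limma). Neither had an unadjusted p under 0.05 in any setting. In *pwr* the log2 fold changes were 0.032 and 0.087. *PYL9* is not among the HDA9 bound genes in the part of the list that covers its position.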

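*NPX1* had an FPKM of 14.4 ± 7.15 (SD, n = 2) in *hda9* ES leaves, a log2 fold change from WT of 0.85 (standard error 0.46, adjusted p = 0.908, limma). It was 0.76 higher in the set without steps and 0.93 higher in the set with steps. Its unadjusted p was under 0.05 only with the library set block, chosen after seeing the data, or the replicate block, while the deviations of same-numbered replicates had a correlation of 0.550 between WT and *hda9*. *AFP4* (AT3G02140, TAIR10 chromosome 3 from 385317 to 386538) had an FPKM of 1.2 and 16.5 in the WT libraries and 6.07 and 32.7 in the *hda9* libraries, so the spread between replicates was as wide as the difference between genotypes. Its log2 fold change in *hda9* was 1.31 (standard error 1.13, adjusted p = 0.921, limma). Within the library sets it was 1.68 and 0.94. The library set block also gave an unadjusted p under 0.05 for *AFP4*.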

NPX1 and AFP4/TMAC2 are proposed to act as negative regulators in ABA signaling because their overexpression reduces plant sensitivity to ABA (Huang and Wu, 2007; Kim et al., 2009b). Based on these findings, we propose that HDA9 promotes leaf senescence in part by repressing the negative regulators of the ABA signaling pathway (Figure 7). Besides ABA, one negative regulator of the JA pathway, WRKY57, is also shown to be a direct target of HDA9 (Figures 5 and 6, Figure 3—source data 1B). 

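*WRKY57* had an FPKM of 53.3 ± 9.53 (SD, n = 2) in *hda9* ES leaves, a log2 fold change from WT of 0.73 (standard error 0.28, adjusted p = 0.908, limma), with an unadjusted p under 0.05. Its difference was 0.75 in the set without steps and 0.72 in the set with steps, and both *hda9* libraries were above both WT libraries. By the paper's own RNA-seq test the rise of *WRKY57* in *hda9* was not significant.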

WRKY57 is a transcription factor that represses JA-induced leaf senescence (Jiang et al., 2014), suggesting that HDA9 may also regulate leaf senescence through the JA signaling pathway. Autophagy is an intracellular process for protein degradation and is associated with leaf longevity (Avila-Ospina et al., 2014). APG9 is an essential component of the plant autophagy pathway and *apg9* mutants display early leaf senescence (Hanaoka et al., 2002). 

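In *hda9* ES leaves, *APG9* had an FPKM of 33.5 ± 13.0 (SD, n = 2), a log2 fold change from WT of 0.96 (standard error 0.38, adjusted p = 0.908, limma). *ATG2* (AT3G19190, TAIR10 chromosome 3 from 6639711 to 6648857) had 8.09 ± 2.39 (SD, n = 2) in WT and 16.2 ± 5.33 (SD, n = 2) in *hda9*, a log2 fold change of 0.91 (standard error 0.34, adjusted p = 0.908, limma). *ATG13* (AT3G49590, TAIR10 chromosome 3 from 18377479 to 18380284) had 31.3 ± 0.337 (SD, n = 2) and 56.7 ± 12.9 (SD, n = 2), a log2 fold change of 0.82 (standard error 0.28, adjusted p = 0.908, limma). For *ATG8E* (AT2G45170, TAIR10 chromosome 2 from 18624264 to 18625717) the FPKM were 80.4 ± 6.93 (SD, n = 2) and 146 ± 51.9 (SD, n = 2), a log2 fold change of 0.81 (standard error 0.33, adjusted p = 0.908, limma). *APG9*, *ATG2* and *ATG13* had an unadjusted p under 0.05, and *ATG8E* had one with either rescaling, with the library set block, chosen after seeing the data, and with a replicate block, while the deviations of same-numbered replicates had a correlation of 0.550 between WT and *hda9*. Each of these genes was higher in both *hda9* libraries than in both WT libraries. The smallest difference within a library set was that of *ATG8E* in the set without steps, 0.53.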

Consistently, we found *APG9* and several other autophagy genes (*ATG8E*, *ATG2* and *ATG13*) are directly targeted and repressed by HDA9 (Figures 5 and 6, Figure 3—source data 1B).

Leaf senescence results in many cellular metabolic changes, including accumulation of oxidation products and reduction of antioxidant enzymes such as catalase (Griffiths et al., 2014). We found a significant enrichment of HDA9 at *CATALASE1 (CAT1)* and *CATALASE3* (Figure 3—source data 1), encoding enzymes that decompose hydrogen peroxide (Du et al., 2008). 

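*CAT1* (AT1G20630, TAIR10 chromosome 1 from 7146636 to 7149977) had an FPKM of 39.2 ± 11.8 (SD, n = 2) in WT and 85.6 ± 15.4 (SD, n = 2) in *hda9* ES leaves. The log2 fold change was 1.13 (standard error 0.34, adjusted p = 0.908, limma), with an unadjusted p under 0.05, and both *hda9* libraries were above both WT libraries. The difference was 1.62 in the set without steps and 0.64 in the set with steps. *CAT3* (AT1G20620), another catalase gene, had an FPKM of 2778 ± 51.5 (SD, n = 2) in WT and 2936 ± 1240 (SD, n = 2) in *hda9*. Its log2 fold change was 0.012, so small that both rescalings reversed it. The difference was -0.45 in the set without steps and 0.48 in the set with steps, so its direction differed between the library sets.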

Our RNA-seq analysis also revealed a significant increase of *CAT1* expression in *hda9* (Figure 5—source data 1B), suggesting that HDA9 represses *CAT1* to allow the accumulation of oxidation during leaf senescence. Interestingly, *CAT1* is reported to be a direct target of WRKY53 (Miao et al., 2004), consistent with the HDA9 and WRKY53 interaction (Figure 1). Thus, HDA9 appears to act in multiple pathways to promote leaf senescence. A common theme is that HDA9 directly targets and represses the expression of negative regulators, which in turn, promotes leaf senescence (Figure 7).

### HDA9 preferentially targets the promoters of actively transcribed genes

HDACs are generally considered as transcriptional co-repressors associated with silent genes. Unexpectedly, our genome-wide occupancy study reveals a predominant enrichment of HDA9 at the actively transcribed genes, and that the binding levels are positively correlated with gene expression (Figure 3). Similar genome-wide localization patterns were reported for HDAC1, HDAC2, HDAC3, and HDAC6 in human (Wang et al., 2009) and HDA101 in maize (Yang et al., 2016). Unlike maize HDA101 that mostly binds transcription start sites (Yang et al., 2016), HDA9 is preferentially enriched in the promoters (proximal to transcription start sites) analogous to mammalian HDAC1 and HDAC3 (Wang et al., 2009). The positive correlation between HDA9 bound regions and DNase I hypersensitive sites also supports this observation (Figure 3E, Figure 3—figure supplement 1A). 

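All genes were ranked by their mean FPKM in the 2 WT libraries of ES leaves and divided into 5 quintiles, with genes of equal FPKM shared evenly between the quintiles they span. The 1993 HDA9 bound genes of the chromosome 1 stretch were distributed from the highest to the lowest quintile as 39.9%, 29.6%, 19.0%, 6.29% and 5.25%. All 7842 genes of that stretch put between 19.6% and 20.5% into each quintile. The lowest quintile consisted of genes listed at 0, and 28.3% of all ranked genes were at 0. The setting that moved the shares most was the restriction to genes above 0 FPKM, with which the highest quintile held 32.6% and the fourth 14.7%, while the lowest held 5.85%. Ranked by WT young leaves, the lowest quintile held 5.49%.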

Different from the mammalian and maize studies, we found only a very small fraction of HDA9-enriched genes are silent genes (~5%) (Figure 3—figure supplement 1C). Remarkably, none of the 222 HDA9-bound genes that were upregulated in *hda9* are inactive genes (Figure 3—figure supplement 1C). 

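Ranked in the same way over the whole genome, the 222 genes that were bound by HDA9 and upregulated in *hda9* put 24.8% into the highest quintile of WT expression in ES leaves. The next quintiles held 49.5%, 25.2% and 0.450%, the last of these being 1 gene. The lowest quintile held 0 of the 222 genes. Among genes above 0 FPKM alone, which leaves out the genes listed at 0, 7 of the 222 genes (3.15%) were in the lowest quintile and 16.2% in the fourth. Ranked by WT young leaves, 0.557% were in the lowest quintile, a share that comes from dividing the genes listed at 0 evenly.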

The precise mechanism why HDA9 binds to the promoters of actively expressed genes is unclear. One explanation could be that HDA9 may be recruited to the promoters of active genes to prevent promiscuous cryptic transcription. Another possibility is that HDA9 may compete with more active HDAs for binding to the similar genomic regions. It is also unclear why silent genes are not the preferred targets of HDA9. One possibility is that silent genes in *Arabidopsis* tend to have high promoter DNA methylation and thus may be repressed by DNA methylation (unpublished data). Another difference is that our HDA9 affinity purification and MS analysis failed to detect Pol II subunits, which were reported to associate with HDAC in mammals (Wang et al., 2009).

We co-purified WRKY53 transcription factor with HDA9. WRKY53 is known to act either as a transcriptional activator or transcriptional repressor in leaf senescence (Miao et al., 2004; Miao and Zentgraf, 2007; Miao et al., 2013). Supporting the relevance of HDA9-WRKY53 interaction, we found that HDA9 binding peaks are significantly enriched for WRKY binding motifs (Figure 3G). It is possible that WRKY53 recruits HDA9 to active genes to remove the acetylation marks added by HATs to maintain their proper expression levels during senescence.

### Non-transcriptional functions of HDA9

Analogous to reports on mammalian and maize HDACs (Wang et al., 2009; Yang et al., 2016), our ChIP-seq and RNA-seq analyses also reveal that the majority of HDA9 bound genes do not alter gene expression in the absence of HDA9. Although the mechanism is unclear, several possibilities could account for this pattern. First, the ultimate gene expression level is determined by the combined actions of multiple redundant repressors or activators, exemplified by yeast Rpd3 and chromatin remodeling enzyme Isw2 (Fazzio et al., 2001). It is possible that other HDACs (e.g. HDA6 and HDA19) or transcriptional repressors function redundantly with HDA9 to regulate gene expression, and thus loss of HDA9 itself is insufficient to release the transcriptional repression of its targets. This may also provide an explanation for the low number of mis-regulated genes in *hda6* (To et al., 2011; Blevins et al., 2014). In support of this notion, loss-of-function *hda6* mutations induce delayed leaf senescence and repress the expression of *SAG12* and *SEN4* (Wu et al., 2008). The molecular basis of HDA6 in leaf senescence is unclear. It will be interesting to explore the precise relationship between HDA9 with HDA6 in targeting and regulating gene expression in leaf senescence as well as other biological processes. Second, our GO analysis reveals that HDA9-bound genes that have no significant change in RNA transcripts in *hda9* are enriched for various developmental processes and environmental responses (Figure 3—figure supplement 1D). It is possible that the association of HDA9 with the promoters of these developmental genes can rapidly induce the repression of their expression in response to certain internal and/or external signals. Indeed, many photosynthesis-related genes are reported to be upregulated in *hda9* seeds during imbibition (van Zanten et al., 2014). Third, HDA9 may act to regulate chromatin structure rather than acting through transcriptional regulation. We found that HDA9 binds 177 chromatin factors, including SWI/SNF chromatin remodelers, ATP-dependent helicases, methyl DNA binding proteins, Tudor/PWWP/MBT superfamily proteins, and WD-40 proteins (Figure 3—source data 1C). Fourth, HDA9 may be recruited to the promoters of active genes to prevent promiscuous cryptic transcription as suggested by mammalian and maize studies (Wang et al., 2009; Yang et al., 2016). Finally, some of the HDA9 enriched loci may not be its *bona fide* targets. Further experiments will be required to determine the precise function and mechanism of HDA9 in the regulation of its target genes.

### Molecular action of PWR on HDA9 activity in leaf senescence

Our results suggest that HDA9, PWR and the WRKY53 transcription factor form a previously unknown complex that promotes leaf senescence. This complex may be analogous to HDAC3-SMRT/N-CoR repressor complex in animals. Although the function of HDAC3-SMRT/N-CoR in various cellular processes (e.g. development, differentiation, and diseases) has been well studied (Karagianni and Wong, 2007; Shahbazian and Grunstein, 2007), its role in cellular senescence and aging remains unclear in mammals. Our ChIP assay showed that PWR and HDA9 are enriched at the same loci, and HDA9 binding to these loci requires PWR in vivo (Figure 6A,D, Figure 6—figure supplement 1C). This is consistent with the role of SMRT/N-CoR in targeting HDAC3 to chromatin (Guenther et al., 2000; Karagianni and Wong, 2007; You et al., 2013). SMRT/N-CoR has an additional function in stimulating HDAC3 deacetylase activity in vitro (Guenther et al., 2001; Watson et al., 2012). Despite extensive testing, we have been unable to find in vitro conditions that allow the robust HDA9 deacetylase activity. Thus, it remains to be determined whether PWR promotes HDA9 catalytic activity. On the other hand, we discovered a potential role of PWR in HDA9 nuclear localization (Figure 6E). Contrast to a previous study showing that HDA9 predominantly localized in the nucleus (Kang et al., 2015), we found a significant fraction of HDA9 protein is present in the cytoplasm (Figure 6E). Such difference in observation may be due to the fact that mature leaves were examined in our experiment whereas the 10-day-old seedlings were used in the previous study. It will be interesting to examine whether HDA9 localizes differently in the cell during the different developmental stages.

PWR was previously reported to promote the expression of several miRNA genes (Yumul et al., 2013). MiRNA is also implicated in leaf senescence (Kim et al., 2009a; Humbeck, 2013; Li et al., 2013; Huo et al., 2015). We wonder whether the induction of senescence by PWR also partially depends on miRNA pathways. Although we cannot completely rule out this possibility, several lines of evidence suggest it is less likely. 

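The tables list 178 microRNA loci, of which 105 were at 0 in every ES library. The other 73 loci, with a median length of 185 nt, were tested with no filter on FPKM. In *hda9*, 4 were higher and 5 lower than WT at an unadjusted p under 0.05. Chance would give 3.65 if replicates deviated independently. With the filter at a mean FPKM of 1, 54 loci were tested and 3 were higher and 4 lower. *MIR168a* (AT4G19395) was listed at 0 in both WT libraries and had an FPKM of 37.9 ± 0.587 (SD, n = 2) in *hda9*, with an adjusted p of 0.0156 (limma) with the filter and 0.0703 without it. In the YL libraries of WT its FPKM was 114 and 0, so it varied between 0 and a high value within WT. *MIR162a* (AT5G08185), chosen after its values were seen, had an FPKM of 8.60 and 15.0 in the WT libraries and 4.92 and 3.62 in the *hda9* libraries, a log2 fold change of -1.24 (standard error 0.44, adjusted p = 0.913, limma). It is the only microRNA locus in the paper's lists for *hda9*. Loci under 300 nt were often listed at 0 in both libraries of 1 genotype, which held for 43.3% of the 252 genes of that length tested with the filter. Which of these loci were reported by Yumul et al. was not analysed here.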

First, the expression of miRNA genes reported in (Yumul et al., 2013) is not affected in *hda9* mutants according to our RNA-seq analysis (Figure 5—source data 1). Second, *hda9 pwr* double mutant shows no further delay in leaf senescence than any of the *hda9* or *pwr* single mutants, suggesting that PWR and HDA9 act through the same pathway in promoting leaf senescence. Additionally, senescence-related genes regulated by HDA9 and PWR are largely the same group of genes (Figure 5—source data 3). Thus, PWR promotes leaf senescence likely through its functional interaction with HDA9.

Taken together, our data provide molecular insights into the function and mechanism of how HDA9-PWR-WRKY53 complex integrates and coordinates multiple signaling pathways to regulate global gene expression during leaf senescence.

## Materials and methods

### Plant materials

*Arabidopsis thaliana* ecotype Columbia-0 (Col-0) was used as wild type (WT) for all experiments. The T-DNA insertion lines of *hda9* (SALK_007123) and *pwr* (SALK_071811C) were obtained from the *Arabidopsis* Biological Resource Center (ABRC). Seeds were sown in soil and kept at 4°C for 2 days before transferring to 24 hr constant light at 22°C.

### Construction of vectors and generation of transgenic plants

The full-length cDNA of *WRKY53* was amplified and cloned into GST tagged protein expression vector pGOOD, modified from pGEX-6P by adding 6XHIS tag at the C terminus. Genomic DNA of PWR and HDA9 with their 1 kb promoters were amplified and cloned into pENTR/D-TOPO. These constructs were recombined into the pEarleyGate302 binary vectors (Du et al., 2012) to create epitope-tagged FLAG or HA fusions and were transformed by agrobacterium-mediated infection into *hda9* mutants or wild type plants. Detailed information for primers can be found in Supplementary file 1.

### Dark treatment and chlorophyll content measurement

Rosette leaves were detached from 2-week-old plants and placed on moisturized filter paper in petri dishes. The dishes were kept in dark or constant light at 22°C for 4–5 days. Chlorophyll was extracted from leaves of dark-treated or untreated controls using 80% acetone. Briefly, the leaves were crushed in 1 ml 80% acetone and kept in dark at 4°C overnight. The chlorophyll content was determined as described previously (Inskeep and Bloom, 1985) and then normalized to leaf fresh weight.

### RNA extraction and quantitative RT-PCR

For RNA-seq, RNA was extracted from the young leaves (YL) of 10-day-old seedlings and leaves of early senescent plants (ES) grown in constant light at 22°C. Total RNA was extracted with Trizol reagent (ThermoFisher) and treated with DNase I (NEB). One microgram RNA was reverse-transcribed into cDNA with SuperScript III (ThermoFisher) followed by quantitative PCR assay with SYBR Green Master Mix using CFX96 Real-Time System 690 (Bio-Rad, Hercules, CA). Relative transcript level to *ACTIN7* was calculated with the 2^-ΔCT^ method (Livak and Schmittgen, 2001). Detailed information for primers can be found in Supplementary file 1.

### Western blot

FLAG and HA epitope tags were detected with horseradish peroxidase (HRP) conjugated anti-FLAG (Sigma, A8592) and anti-HA (Roche, 12013819001), respectively. The α-tubulin antibody is from cell signaling (3878). The following histone antibodies were used: H3K9ac (Millipore, 07–352), H3K27ac (Active Motif, 39133), H3ac (Active Motif, 39139), H3 (Abcam, ab1791), H4K8ac (Millipore, 07–328), H4K12ac (Millipore, 07–595), H4K16ac (Millipore, 07–329), H4ac (Active Motif, 39243), H4 (Abcam, ab7311). All western blots were developed using ECL Plus Western Blotting Detection System (GE healthcare, RPN2132).

### Library construction, sequencing, and data analysis

RNA-seq and ChIP-seq libraries were constructed using a TruSeq RNA Library Preparation Kit (Illumina, #RS-122–2002) and the Ovation Ultralow DR Multiplex System (NuGEN, #0330), respectively. Libraries were sequenced on a HiSeq2000 in the UW-Madison Biotechnology Center. Reads were aligned to the *Arabidopsis* reference genome (TAIR10) using Bowtie2 (v2.1.0) with default parameters. Reads that mapped to identical positions in the genome were collapsed into one read. Tophat (2.0.8b) and Cufflink (2.1.1) were used for differential expression analysis (Trapnell et al., 2012). The genes showing a p<0.05 were considered as significantly differentially expressed genes. Two biological replicates were performed for RNA-seq. Gene Ontology analysis was performed using agriGO (http://bioinfo.cau.edu.cn/agriGO/). MACS (1.4.2) was used for peak calling with p=1e-03. BEDTools (2.17.0) and custom PERL scripts were used for further analysis. Increased H3K27ac peaks were identified by calling peaks in *hda9* or *pwr* over WT with p=1e-03. In HDA9 binding profiling, log_2_ value of normalized HDA9 ChIP reads divided by WT reads was calculated and binned in 100 kb intervals. DNase I hypersensitive (DH) sites were from (Zhang et al., 2012). All statistical analysis and figures were done using R (3.2.3). The total reads obtained for each sample are listed in Supplementary file 2.

### Chromatin immunoprecipitation (ChIP)

Histone ChIP was performed as previously described (Lu et al., 2015). A two-gram mixture of mature leaves and early senescent leaves were ground into powder in liquid nitrogen and cross-linked in Nuclei Isolation Buffer I (10 mM Hepes pH 8, 1M Sucrose, 5 mM KCl, 5 mM MgCl_2_, 5 mM EDTA, 0.6% Triton X-100, 0.4 mM PMSF, and protease inhibitor cocktail tablet [Roche, 14696200]) with 1% formaldehyde for 20 min at room temperature. The homogenate was filtered through two layers of miracloth (Millipore, 475855) and pelleted by centrifuging at 4000 rpm for 25 min at 4°C. The pellet was washed with Nuclei Isolation Buffer II (0.25 M sucrose, 10 mM Tris-HCl pH 8, 10 mM MgCl_2_, 1% Triton X-100, 1 mM EDTA, 5 mM β-mercaptoethanol, 0.4 mM PMSF, protease inhibitor cocktail tablet), then resuspended with Nuclear Lysis Buffer (50 mM Tris-HCl pH 8, 10 mM EDTA, 1% SDS, 0.4 mM PMSF, protease inhibitor cocktail tablet) and kept on ice for 10 min. The lysates was diluted 10-fold with ChIP Dilution Buffer (1.1%Triton X-100, 1.2 mM EDTA, 16.7 mM Tris-HCl pH 8, 167 mM NaCl, 0.4 mM PMSF, and protease inhibitor cocktail tablet) and sheared by sonication. After centrifugation at 5000 rpm for 10 min, the supernatant was incubated with 5 μg antibody and 40 μl magnetic protein A/G beads (Life Technologies) overnight with rotation at 4°C. After sequential washes with Low salt Buffer (150 mM NaCl, 0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8), High Salt Buffer (500 mM NaCl, 0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8), LiCl Buffer (0.25M LiCl, 1% NP-40, 1% sodium deoxycholate, 1 mM EDTA, 10 mM Tris-HCl pH 8) and TE Buffer (10 mM Tris-HCl pH 8, 1 mM EDTA), the DNA-protein complex was eluted with ChIP Elution Buffer (1% SDS, 0.1M NaHCO_3_) and reverse cross-linked at 65°C for over 6 hr. After proteinase K and RNase treatment, DNA was purified by standard phenol–chloroform method for qPCR. Antibodies used in histone acetylation ChIP were the same as used in western blot.

HDA9-FLAG and PWR-FLAG ChIP were slightly modified from (Du**﻿** et al., 2012). Nuclei were isolated from the two grams of a mixture of mature leaves and early senescent leaves and cross-linked in vitro using the same method as described above. After wash with Nuclei Isolation Buffer II, the nuclei was resuspended with IP Binding Buffer (50 mM Tris-HCl pH 8, 150 mM NaCl, 5 mM MgCl_2_, 5% Glycerol, 0.1% NP-40, 1 mM PMSF, and protease inhibitor cocktail tablet) and sheared by sonication. After centrifugation at 5000 rpm for 10 min, the supernatant was incubated with Anti-FLAG M2 magnetic beads (Sigma, M8823) overnight with rotation at 4°C. After wash with IP Binding Buffer containing 500 mM NaCl, the protein-DNA complex was eluted with ChIP Elution Buffer and reverse cross-linked at 65°C for 6 hr. After proteinase K and RNase treatment, DNA was purified by standard phenol–chloroform method for qPCR analysis or sequencing.

### Affinity purification and mass spectrometry analysis

Affinity purification and mass spectrometry analysis of HDA9-FLAG and PWR-FLAG were performed as previously described (Du et al., 2012). Approximately twenty grams of leaves from HDA9-FLAG, PWR-FLAG or WT (negative control) were ground into powder and homogenized in 80 ml IP Binding Buffer (50 mM Tris-HCl pH 8, 150 mM NaCl, 5 mM MgCl_2_, 5% Glycerol, 0.1% NP-40, 1 mM DTT, 1 mM PMSF, and protease inhibitor cocktail tablet). After centrifugation at 10,000 g for 15 min, the supernatant was incubated with anti-FLAG M2 magnetic beads (Sigma, M8823) with rotation at 4°C for 3 hr. The bead-bound complex was washed 4 times with IP Binding Buffer at 4°C for 5 min each. Bound protein was released by two 10 min incubations with Elution Buffer (50 mM Tris-HCl pH 8, 150 mM NaCl, 5 mM MgCl_2_, 5% Glycerol, 0.5 mM DTT, 1 mM PMSF, and protease inhibitor cocktail tablet) containing 150 ng/μl 3×FLAG peptide (Sigma, F4799). The eluted protein complexes were precipitated with trichloroacetic acid, further digested with Trypsin, and analyzed on an Orbitrap mass spectrometer (LTQ Velos, ThermoFisher Scientific).

HPLC separation employed a 100 x 365 μm fused silica capillary micro-column packed with 20 cm of 1.7μm-diameter, 130 Angstrom pore size, C18 beads (Waters BEH), with an emitter tip pulled to approximately 1 μm using a laser puller (Sutter instruments). Peptides were loaded on-column at a flow-rate of 400 nL/min for 30 min and then eluted over 120 min at a flow-rate of 300 nl/min with a gradient of 2% to 30% acetonitrile, in 0.1% formic acid. Full-mass profile scans were performed in the FT orbitrap between 300–1500 m/z at a resolution of 60,000, followed by ten MS/MS HCD scans of the ten highest intensity parent ions at 42% relative collision energy and 7500 resolution, with a mass range starting at 100 m/z. Dynamic exclusion was enabled with a repeat count of two over the duration of 30 s and an exclusion window of 120 s.

For data analysis, the acquired precursor MS and MS/MS spectra were searched against a Mus musculus protein database (Uniprot reviewed canonical database, containing 16,639 sequences) using SEQUEST, within the Proteome Discoverer 1.3.0.339 software package (ThermoFisher Scientific). Masses for both precursor and fragment ions were treated as mono-isotopic. Oxidized methionine (+15.995 Da) and the gly-gly footprint on lysine (+114.043 Da) were allowed as dynamic modifications and carbamidomethylated cysteine (+57.021 Da) was searched as a static modification. The database search permitted for up to two missed trypsin cleavages and ion masses were matched with a mass tolerance of 10 ppm for precursor masses and 0.1 Da for HCD fragments. The output from the SEQUEST search algorithm was validated using the Percolator algorithm. The data were filtered using a 1% false discovery rate ( Rohrbough et al., 2006), based on q-Values, with a minimum of two peptide matches required for confident protein identification.

### Co-immunoprecipitation analysis

Co-immunoprecipitation was performed in 1.5 g F1 *Arabidopsis* plants co-expressing HDA9-HA and PWR-FLAG. Total extracts were incubated with 25 µl FLAG magnetic beads for PWR-FLAG purification and the HDA9-HA was detected by using anti-HA-Peroxidase High Affinity 3F10 antibody (Roche, 13800200).

### GST protein purification and pull down assay

GST tag only and GST-WRKY53 proteins were induced with 200 μM IPTG (Isopropyl β-D-1-thiogalactopyranoside) for three hours at 37°C. HDA9-FLAG protein was purified from HDA9-FLAG transgenic plants using IP methods described above. Purified HDA9-FLAG and GST tagged protein were incubated in the pull down buffer (20 mM Tris-HCl 8.0, 200 mM NaCl, 1 mM EDTA, 0.5% Nonidet P-40) for one hour then incubated with Glutathione Sepharose 4B beads (GE Healthcare, 17075601) for one hour at 4°C. After washed with pull down buffer for three times with 5 min per wash, protein-bead complex was boiled in SDS loading buffer, subjected to SDS-PAGE gel, and detected with anti-GST and anti-FLAG antibodies.

### Nuclear-cytoplasmic fractionation

Mature leaves of HDA9-FLAG/*hda9* and HDA9-FLAG/*hda9 pwr* plants were used. Nuclear-cytoplasmic fractionation of HDA9-FLAG was performed as previously described (Wang et al., 2011a).

### Accession codes

RNA-seq and ChIP-seq data were deposited into GEO with the accession number GSE80056.

How the deposited data were processed for this re-analysis (not part of the article)

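RNA-seq of *Arabidopsis* leaves was analysed. There were 6 libraries of early senescent (ES) leaves, 2 for each of the 3 genotypes WT, *hda9* and *pwr*, and 3 libraries of young leaves (YL), 2 of WT and 1 of *hda9*. The authors aligned the reads to TAIR10 with Bowtie2, collapsed reads mapped to identical positions into 1 read according to the paper's methods, and used Tophat and Cufflinks. They deposited the result as FPKM (fragments per kilobase of transcript per M mapped reads, where M stands for 1e+06), with 1 value for each gene and library. The paper's text does not say which program of the Cufflinks suite made the FPKM tables, or name a further scaling between libraries. Genotypes and replicate numbers were taken from the labels of the columns. The tables hold 33278 gene identifiers, and 32820 of them were matched to a reference annotation for their symbol, type and length. That length is the span of the gene in the reference annotation, which for some genes differs from the span in the paper's TAIR10 coordinates. Coordinates are those of the paper's supplementary tables (TAIR10).

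Values were compared as log2(FPKM + 1), with a pseudocount of 1, over the 18140 genes with a mean FPKM of at least 1 in the ES libraries. The 3 genotypes were fitted in 1 linear model with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a trend), without a block for the replicate number. Each mutant was compared with WT. Genes were called at an unadjusted p under 0.05, as in the paper, and the Benjamini-Hochberg adjusted counts are given as well. Overlaps were tested with one-sided Fisher's exact tests and shares with two-sided ones. Lists of genes were compared with 10000 random lists of the same size, matched on expression, and the expression of bound genes with 100000 permutations (seed 17). Other steps used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. The procedure was tested on simulated data with 200 changed genes among 18140. All genes changed 8-fold or more were called, and 4.96% of the unchanged genes were called at an unadjusted p under 0.05. At an adjusted p of 0.05, 161 genes passed, 157 of which were changed genes. The simulated spread depended on mean expression alone, with independent noise and no effect of the library set. These rates therefore do not carry over to the real libraries, whose replicates had correlated deviations.

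The paper gives between 10.9 M and 12.8 M reads for the ES libraries and 13.2 M for the *hda9* YL library. Its 12.1 M reads for WT YL are given without the replicate. The tables give FPKM and no counts for each gene, and no interval from counting error was computed. In 5 libraries the FPKM of genes under 1 FPKM fell on steps of whole reads, from which 12.0 M reads were derived for WT ES replicate 2, 12.5 M for *hda9* ES replicate 2, 12.3 M and 13.3 M for the *pwr* libraries, and 9.32 M for WT YL replicate 2. These 5 libraries and the other 4 are called the sets with and without steps. Libraries were placed in 1 set where over 10% of low genes had the same ratio of FPKM.

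The alternatives tried were a pseudocount of 0.1, no filter on FPKM, a filter at a mean FPKM of 5, rescaling to equal 75th percentiles, rescaling by median ratios, a replicate block, a fit of only the 2 groups compared, adjusted p, a 1.5-fold threshold, a separate WT library for each mutant and each library left out in turn. A block for the library set was added after the data were examined. Leaving out a library leaves a group with 1 library, so no p was computed there. Tests of other splits of the samples do not apply to 2 libraries against 2.

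The rule for the genes named was set before the data were examined. It takes every gene the paper names for RNA-seq in leaves, and from the data the 3 largest rises and 3 largest falls in each mutant among called genes with the same direction in every library. Genes named beyond these, such as microRNA loci and genes with an adjusted p under 0.05, were chosen after their values were seen. The ChIP-seq experiments were not analysed here, and neither were the published lists of senescence-associated and senescence downregulated genes or gene ontology terms. The paper's table of HDA9 bound genes could be read within chromosome 1 only, up to 1997 genes, of which 1993 have a value. YL and ES values come from separate tables and were compared without a test.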

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

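All but 2 of the tests in this part were set out before their results were seen. The scaling and library set tests of *PWR* were chosen only after the result was seen.

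Transcripts of *PWR* (AT3G52250) were higher in *hda9* ES leaves than in WT, a signal in data that the paper's text does not discuss, although its table of upregulated genes lists the gene. The FPKM was 13.6 ± 4.8 (SD, n = 2) in WT and 40.0 ± 16.3 (SD, n = 2) in *hda9*, a log2 fold change of 1.47 (adjusted p = 0.908, limma, not past the adjusted threshold). It was higher in 2 of 2 *hda9* libraries than in both WT libraries. Scaling between libraries was tested with the rescalings, and the lowest log2 fold change was 1.43. The library set was tested by comparing *hda9* and WT within each set, and the smaller difference was 1.40. Neither accounts for the rise. A difference in leaf age remains a candidate explanation. *PWR* rose by 2.29 (log2) from YL to ES leaves of WT, and 1735 genes with a similar rise were higher in *hda9* than all genes by a median of 0.14. The direction is that of older *hda9* leaves, but only 1.96% of those genes reached the value of *PWR*. In YL the FPKM of *PWR* was 2.61 in the *hda9* library and 1.71 and 2.09 in the WT libraries, a log2 difference of 0.32 from the WT mean that rests on 1 *hda9* library. An effect of the loss of HDA9 on *PWR* and a difference in leaf age could both contribute, and a biological explanation was not separated from leaf age.

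Of the 7 genes with an adjusted p under 0.05 in either mutant, all were listed at 0 in both libraries of 1 genotype, and 6 are under 300 nt long. The paper's text does not discuss them, although its tables list some of them. AT1G07885, the only one of them over 300 nt, was listed at 0 in *hda9* and *pwr* (-5.41 in both on the log2(FPKM + 1) scale). SNOR105 (-5.68 in both) and the tRNA gene AT3G52345 (-8.80 in both) were also at 0 in both mutants. The tRNA gene AT2G07763 was at 0 in *hda9* (-8.81). AT3G09863 (3.85) and AT4G23271 (5.85) were above 0 only in *pwr* among the ES libraries. *MIR168a* was at 0 in WT and above 0 in *hda9* (5.28) and *pwr* (6.50) in ES leaves. In YL its FPKM was 114 and 0 in the WT libraries and 93.5 in the *hda9* library, so it varied between 0 and a high value within WT. In each case all 4 ES libraries compared show the direction. No fold is given against a group at 0.

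Genes under 300 nt may receive an FPKM of 0 when the estimate fails for a length near that of a read fragment. Of the 252 such genes tested, 43.3% were at 0 in both libraries of at least 1 genotype, against 2.70% of 1294 genes from 300 nt to under 1000 nt and 0.0242% of 16525 longer genes. Genes at 0 in both libraries of 1 genotype and above 0 in both of another numbered 14 on average between genotypes. Between pairs of libraries that mix genotypes they numbered 11.5, a ratio of 1.21. A failed estimate predicts a ratio of 1 and a difference between genotypes a ratio of at least 2, so the pattern cannot be told apart from failed estimates. No biological explanation was tested for single genes.

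Of 44 named genes, 5 had a difference between *hda9* and WT of opposite direction in YL and ES leaves, in every library. In YL and ES leaves these were -0.77 and 0.96 for *APG9*, -0.27 and 0.91 for *ATG2*, -0.43 and 0.28 for *PYL8*, 1.29 and -2.51 for *TSPO*, and -0.87 and 3.63 for AT2G43120. The YL values rest on 1 *hda9* library and 2 WT libraries, and the difference between YL and ES leaves was not tested. With so few libraries some genes will show this pattern by chance, and how many was not computed. In the YL libraries the gene AT2G01021 (102 nt) took 66.5% and 36.4% of the summed FPKM in WT and 58.5% in *hda9*, while no gene took more than 5.06% in an ES library, so YL values also carry a difference in composition. No technical or biological explanation of the opposite directions was tested.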

How the results depend on the processing

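The alternatives named here were set before the data were examined, except the block for the library set, the comparison of *hda9* replicate 1 with WT replicate 1 and of *pwr* with WT replicate 2, the correlations of single libraries, the blocks for single genes and for the share of bound genes changed, and the omission of single libraries for results other than counts. The cause of a change was not tested unless a value is given for it.

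Counts of called genes stayed within 1.5 times their first value with a pseudocount of 0.1 and with either rescaling, and also with only the 2 groups compared. With no filter, 750 genes were lower in *hda9*, 1043 were higher in *pwr* and 325 were lower in both. With a filter at a mean FPKM of 5, 109 genes were lower in both mutants. The replicate block gave 812 genes higher and 748 lower in *hda9*, 1332 and 829 in *pwr*, and 337 and 345 in both, while the deviations of same-numbered replicates had a correlation of 0.550 between WT and *hda9*, 0.0991 between WT and *pwr* and -0.0113 between the mutants. The library set block gave 1735 and 1340 in *hda9*, 1032 and 1202 in *pwr*, and 323 and 290 in both. At an adjusted p under 0.05 there were 1 and 4 genes in *hda9*, 3 and 3 in *pwr*, and 1 and 3 in both. Of the genes called at first, 393 of 404 and 480 of 491 in *hda9*, and 484 of 662 and 401 of 511 in *pwr*, were also called with the library set block. With single libraries left out, every gene called at first kept its direction, which shows no stability, since the genes were chosen for their differences in those libraries. The same holds for the genes called in both mutants when a separate WT library was used for each.

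The correlation of the *hda9* and *pwr* fold changes lay between 0.510 and 0.526 with another pseudocount, filter or rescaling. It was 0.287 with the library set block. It reversed to -0.0239 with WT replicate 1 for *hda9* and WT replicate 2 for *pwr*, and was 0.0629 with these exchanged. It was 0.0151 with *hda9* replicate 1 against WT replicate 1 and *pwr* against WT replicate 2. With single libraries and a different WT library for each mutant it reversed in 4 of 8 comparisons. With *hda9* replicate 1 it was -0.0627 and 0.0822 (WT replicate 1 for *hda9* and WT replicate 2 for *pwr* replicates 1 and 2) and -0.264 and -0.200 (WT libraries exchanged), and with *hda9* replicate 2 it was -0.0853 and 0.00131, and 0.352 and 0.322, in the same order. It ran from 0.286 to 0.742 across the 6 fits that each left out 1 library.

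The median log2 fold changes of the 222 bound and upregulated genes and of the 11 senescence genes kept their direction in all settings run. That of the 222 genes ran from 0.59 to 1.35 in *hda9* and from 0.47 to 1.13 in *pwr* with single libraries left out, and was 0.37 in *pwr* with the library set block. The median of the 14 ABA responsive genes in *hda9* ran from -2.59 to 0.11, and reversed in the fit without WT replicate 2. It kept its direction with the other pseudocount and with either rescaling, while the filters removed none of these genes. For a single gene in groups of 2, leaving out a library moves the value by less than the SD of its single differences by design, so only a change of direction is informative there.

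Shares of bound genes in the quintiles of expression, from the highest to the lowest, were 38.3%, 28.5%, 20.4%, 7.35% and 5.49% when ranked by WT young leaves and 32.6%, 23.8%, 23.0%, 14.7% and 5.85% among genes above 0 FPKM. With each WT library left out they ran from 39.4% to 40.0% in the highest quintile, from 29.5% to 29.7% in the second, from 18.8% to 19.5% in the third, from 6.10% to 6.42% in the fourth and from 5.27% to 5.34% in the lowest. For the 222 genes the shares were 16.7%, 42.3%, 35.6%, 4.85% and 0.557% by young leaves and 17.6%, 24.8%, 38.3%, 16.2% and 3.15% among genes above 0 FPKM. With each WT library left out they ran from 21.6% to 30.6% in the highest quintile, from 42.3% to 48.6% in the second, from 20.3% to 35.1% in the third and from 0.450% to 0.901% in the fourth, and stayed at 0 in the lowest. The difference in median expression between bound and other genes, the shares of bound and other genes changed in *hda9* and the number of microRNA loci called kept their direction or their side of the threshold in all settings run. The change with leaf age of genes lowered in WT differed between *hda9* and WT by -0.80 with the filter at a mean FPKM of 5, against -0.54.

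For the 44 named genes in both mutants, 792 values were computed under alternatives. Of these 39 were stronger, with an unadjusted p under 0.05 that the first fit did not give, 1 was weaker and 54 reversed. The replicate block made 14 stronger, the library set block 17, and each rescaling 4. *WRKY53* in *pwr* was the weaker value, with the library set block. The library set block reversed the *pwr* values of HDA9 (-0.17), AFP4 (-0.23), APG9 (-0.20), ATG8E (-0.17), CAT3 (-0.12), PYL8 (-0.076) and AT2G07763 (0.095). The median ratio rescaling reversed ATG8E (-0.042), CAT3 (-0.0098), PYL8 (-0.069) and PYL9 (-0.012) in *pwr* and CAT3 (-0.017) in *hda9*. Rescaling to equal 75th percentiles reversed PYL8 in *pwr* (-0.015) and CAT3 in *hda9* (-0.039).

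With 1 library left out, 40 of the 352 values of named genes reversed, in 30 of the 88 combinations of gene and mutant. In *hda9* the lowest and highest values were for AFP2 from -0.032 to 1.12, AFP4 from -0.18 to 2.81, ANNAT4 from -1.74 to 0.52, CAT3 from -0.43 to 0.46, GRP-3 from -2.69 to 0.98, KIN1 from -2.13 to 0.82, LTI30 from -2.75 to 0.77, LTI65 from -4.44 to 0.64, LTP3 from -3.15 to 0.29, LTP4 from -2.49 to 0.025, RAB18 from -5.37 to 0.19, SAG113 from -1.29 to 2.07, SAG12 from -0.58 to 2.29 and WRKY53 from -0.98 to 0.34. In *pwr* they were for AFP4 from -0.41 to 2.58, APG9 from -0.17 to 0.50, AT2G07763 from -0.83 to 0.40, AT3G01313 from -7.58 to 0.25, ATG8E from -0.028 to 0.15, CAT1 from -0.13 to 0.48, GRP-3 from -2.03 to 1.64, HDA9 from -0.14 to 0.73, KIN1 from -2.85 to 0.090, LTI30 from -2.11 to 1.42, LTI65 from -4.80 to 0.29, LTP4 from -3.34 to 0.32, PYL8 from -0.22 to 0.28, RAB18 from -5.33 to 0.24, SAG113 from -1.75 to 1.61 and SAG12 from -2.17 to 0.41.

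Alternatives for counts of reads and a fold threshold for group means do not apply, since FPKM of separate libraries were deposited. The number of libraries limits every test: 2 in each group.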

Differences from the paper's values

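The counts compared here come from unlike tests at the same threshold. The paper used Tophat and Cufflinks and names Student's t test for *pwr*, while limma on log2(FPKM + 1) was used here. The paper's test was not among the alternatives, so its share in the gaps is not known. In *hda9* ES leaves 404 genes were higher than WT, against the paper's 782. Of the alternatives set before the data were examined, no filter (606) and the replicate block (812) came within 1.5 times the paper's number, and the pseudocount of 0.1 (412), the filter at a mean FPKM of 5 (310), both rescalings (472 and 500), only the 2 groups compared (283) and adjusted p (1) did not. Chosen after seeing the values, the library set block gave 1735. In all comparisons below, same-numbered replicates, which the replicate block takes as pairs, had deviations with a correlation of 0.550 between WT and *hda9*, 0.0991 between WT and *pwr* and -0.0113 between the mutants.

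In *pwr* ES leaves 511 genes were lower than WT, against the paper's 860. No filter (749), the median ratio rescaling (661), the replicate block (829) and only the 2 groups compared (577) came within 1.5 times, and the pseudocount of 0.1 (501), the filter at 5 (378), the rescaling to equal 75th percentiles (556) and adjusted p (3) did not. Chosen after seeing the values, the library set block gave 1202, which is also within 1.5 times.

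Genes higher in both mutants numbered 130, against the paper's 277. The replicate block (337) came within 1.5 times, and the pseudocount of 0.1 (148), no filter (165), the filter at 5 (102), both rescalings (166 and 151), only the 2 groups compared (87) and adjusted p (1) did not. Genes lower in both numbered 185, against the paper's 354. No filter (325) and the replicate block (345) came within 1.5 times, and the pseudocount of 0.1 (151), the filter at 5 (109), both rescalings (190 and 203), only the 2 groups compared (144) and adjusted p (3) did not. The library set block, chosen after seeing the values, gave 323 and 290, both within 1.5 times.

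The log2 fold change of SAG12 in *pwr* was -0.88, against the paper's -2.82, and none of the alternatives set before the data were examined closed the gap. They gave -0.98 (pseudocount of 0.1), -0.86 (equal 75th percentiles) and -0.87 (median ratio). The library set block (-2.24) and the fit without WT replicate 1 (-2.17), both chosen after seeing the values, brought it within the SD of the single differences. For COR413-PM1 in *pwr* it was -1.18, against the paper's -0.86, and -1.19, -1.23 and -1.28 under the same alternatives, none of which closed the gap. Chosen after seeing the values, the library set block (-1.03) and the fits without *pwr* replicate 1 (-1.05) or WT replicate 1 (-1.06) brought it within that SD. For LTI65 in *pwr* it was -2.25, against the paper's -5.38. The pseudocount of 0.1 (-2.72) brought it within that SD, and the rescalings (-2.25 and -2.26) did not. So did the library set block (-3.93) and the fits without WT replicate 1 (-4.80) or *pwr* replicate 2 (-2.57), which were chosen after seeing the values. The paper's fold changes are ratios of FPKM and those here are differences of means on the log2(FPKM + 1) scale. In the paper's lists for *pwr*, the median ratio of its WT FPKM to the mean of the WT libraries was 0.998. A ratio of mean FPKM was not among the alternatives. The WT libraries differed widely for SAG12 (0 in replicate 1 only) and for LTI65 (0.274 and 42.2). There a mean of logs lies well below the log of the mean. For SAG12 and LTI65 the mean FPKM of *pwr* was below that of WT by a ratio close to the paper's fold change. For COR413-PM1 the ratio of the means leaves the gap open. The scale may therefore account for most or all of the gaps of SAG12 and LTI65, without any effect of the library set.

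The paper states that SEN4, SAG12 and SAG113 are downregulated in *hda9*, measured by quantitative RT-PCR (Figure 5A). In the RNA-seq of ES leaves their log2 fold changes in *hda9* were 0.55, 0.85 and 0.39, and none had an unadjusted p under 0.05 in any setting. Within the sets without and with steps, the differences were 0.95 and 0.15 for SEN4, 0.71 and 0.99 for SAG12, and 0.87 and -0.084 for SAG113.

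The paper describes many ABA response genes as significantly downregulated in *hda9*. Of the 14 it shows, COR413-PM1 and ANNAT1 were called. HVA22A, CIPK20 and TSPO were also called with the replicate block, and HVA22A, TSPO and RAB18 with the library set block. Both blocks were applied to single genes after seeing the values. Not called in any setting were ANNAT4, GRP-3, LTP4, LTI30, KIN1, LTI65, LTP3 and RD22. Of the 11 senescence genes it describes as upregulated, NPX1, PLL5, AFP2, AFP4 and ATG8E were not called. The replicate block, applied to single genes after seeing the values, called NPX1, PLL5 and ATG8E, both rescalings called PLL5 and ATG8E, and the library set block, chosen after seeing the values, called NPX1, PLL5, AFP4 and ATG8E. AFP2 was called in no setting. AFP2 and WRKY57 are not in the paper's own table of bound and upregulated genes. For WRKY57 the paper's legend states that its RNA-seq rise in *hda9* missed the threshold and that RT-qPCR showed it in both mutants.

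The paper states that APG9 and WRKY57 are upregulated in *pwr*, below its own threshold in the RNA-seq and past it in RT-qPCR (Figure 5G). In the RNA-seq their log2 fold changes in *pwr* were 0.17 and 0.29, neither was called in any setting, and APG9 reversed to -0.20 with the library set block, chosen after seeing the values.

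The paper's table of genes downregulated in *pwr* lists PWR, SAG12, SAG113 and 11 of the 14 ABA genes that were not called here in the first fit. PWR (-0.92) and TSPO (-2.64) were called with both rescalings. Both blocks, applied to single genes after seeing the values, also called them. Applied in the same way after seeing the values, KIN1 was called with both blocks, HVA22A, CIPK20 and LTP3 with the replicate block, and SAG12, SAG113, ANNAT4, GRP-3, LTI65 and RAB18 with the library set block. LTP4 and LTI30 were called in no setting. AT2G43120, which the paper lists as upregulated in *pwr*, had a log2 fold change of 2.43 and was called in no setting.

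The paper gives 38% as the share of upregulated genes in *hda9* that are also upregulated in *pwr*, and its own lists give 35.4%.

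The paper states that the rise of senescence-associated genes and the fall of senescence downregulated genes with leaf age are smaller in *hda9* than in WT. Its lists of these genes were not analysed here. Over all genes raised at least 2-fold in WT, the median change was larger in *hda9* than in WT (1.93 against 1.58), and over all genes lowered it was also larger in size (-2.24 against -1.70).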

Other observations

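The tests in this part were set out before their results were seen, except the test of collapsed reads and the use of genes that fall with age and of *hda9* against WT for leaf age, which were chosen only after the result was seen. The rule that a test in young leaves is decided only where each WT library leads to the same answer was also set after its values were seen.

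The fold changes of *hda9* and *pwr* were correlated across genes (r = 0.522). The WT libraries shared by both contrasts may account for part or all of this, since sharing them by itself gives a positive r. The size of that r was not computed. With *hda9* replicate 1 against WT replicate 1 and *pwr* against WT replicate 2, r was 0.0151. That value hides a difference by gene length, with r between -0.086 and 0.018 in the 4 quintiles of shorter genes and 0.20 in the quintile of the longest genes. With the WT libraries shared, the lowest r within a quintile of gene length was 0.468, so gene length does not account for the first correlation. Within the set with steps, where the mutants again share WT replicate 2, r was 0.405 and 0.387. Without a shared WT library, *hda9* replicate 2 against WT replicate 2 and the *pwr* replicates against WT replicate 1 gave r of 0.352 and 0.322. With *hda9* replicate 1 against WT replicate 2 instead, r was -0.264 and -0.200. Since the sign changes with the *hda9* library, these values do not decide whether the shared WT libraries are the only source. In these comparisons the *pwr* difference crosses the library sets. How much of the correlation comes from a shared effect of the mutations is not settled by these libraries.

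Both *pwr* libraries lie in the set with steps, and the genes called in *pwr* may in part follow the library set. Genes called higher in *pwr* were higher in *hda9* replicate 2 than in *hda9* replicate 1 more often than all genes by 15.9 percentage points, and genes called lower were lower by 29.5 percentage points more often. With the library set block, chosen after seeing the values, 484 of the 662 genes called higher and 401 of the 511 called lower were called again. WT replicate 2 is the only WT library in the set of the *pwr* libraries, and WT and *hda9* have 1 library in each set, so the correction rests on these few libraries.

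The genes called in *hda9* were compared in young leaves, whose libraries entered no call. The median difference of the 404 genes called higher lay at percentile 98.95 of 10000 random lists with the mean of both WT libraries, at 70.42 with WT replicate 1 and at 97.25 with WT replicate 2. The 491 genes called lower lay at 99.33, 24.5 and 100, which with the mean and with replicate 2 is opposite to their direction in ES leaves. The *hda9* library of young leaves and WT replicate 1 are in the set without steps and WT replicate 2 is in the other, so only the comparison with WT replicate 1 stays within a set. In it, both lists lay within the middle 95% of the random lists, while the comparisons with WT replicate 2 and with the mean include any effect of the library set. Among other lists compared with WT replicate 1, the genes called lower with the library set block, chosen after seeing the values, lay at 0.12 and the paper's downregulated genes at 0.63, in their direction in ES leaves, while the corresponding lists of higher genes lay at 35.27 and 78.26. The young leaves do not settle whether the calls exceed chance. Across genes, the difference between *hda9* and WT replicate 1 in young leaves and that between *hda9* and WT in ES leaves had a Pearson's r of 0.0270.

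The mean log2(FPKM + 1) of SEN4, SAG12 and SAG113 was not lower in *hda9* than in WT in ES leaves, although SAG113 was slightly lower within the set with steps (-0.084). A difference in leaf age between the replicate numbers was tested. Genes that rise with age in WT were higher in *hda9* replicate 2 than in *hda9* replicate 1 by a median of 0.18 more than all genes, under the limit of 0.2 set beforehand. Genes that fall with age, for which no limit was set, differed from all genes by -0.34, in the direction of older leaves in replicate 2. The same differences between the WT replicates were 0.096 and -0.16. This test compares libraries of 1 genotype, so it does not show whether the *hda9* leaves were older than the WT leaves. Between *hda9* and WT the differences were 0.11 and -0.14, both in the direction of older *hda9* leaves. A difference in leaf age between the genotypes is therefore not excluded, and no biological explanation was tested.

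The paper's methods state that reads mapped to identical positions were collapsed. If at most 1 read for each position and strand were kept, and with the depth derived from the steps, genes in WT ES replicate 2 could not exceed an FPKM of 167. Of 13847 genes of at least 1000 nt, 255 exceeded it. The FPKM may therefore have been made from reads that were not collapsed.

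Genes raised at least 2-fold from YL to ES leaves in WT numbered 6239, with a median log2 change of 1.58 in WT and 1.93 in *hda9*, a difference of 0.35. Genes lowered numbered 2324, with -1.70 in WT and -2.24 in *hda9*. With genes chosen in WT replicate 2 and compared in WT replicate 1, which leaves the comparison free of that choice, 6502 raised genes changed by 1.37 in WT and 1.69 in *hda9*. The median difference between *hda9* and WT was then 0.28 for raised and -0.28 for lowered genes. The counts depend on the scaling. Rescaling to equal 75th percentiles gave 3732 raised and 3636 lowered genes, and the median ratio rescaling 3519 and 3754. The 2 rescalings gave differences between *hda9* and WT of 0.38 and 0.25 for raised genes and -0.39 and -0.57 for lowered genes. The *hda9* value rests on 1 YL library, and no test was made between the tables.

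*WRKY53* (AT4G23810) was higher in *pwr* than in WT in ES leaves, a log2 fold change of 1.93 (adjusted p = 0.729, limma, with an unadjusted p under 0.05), and higher in 2 of 2 *pwr* libraries than in both WT libraries. In *hda9* its log2 fold change was -0.32. SEN4 was lower in *pwr* (-1.64, adjusted p = 0.729, limma, with an unadjusted p under 0.05), and lower in 2 of 2 *pwr* libraries than in both WT libraries. In *pwr* the 14 ABA responsive genes, all of which the paper lists as lower in *pwr* from the same libraries, had a median log2 fold change of -1.39. Over single libraries it ran from -3.23 (*pwr* replicate 1 against WT replicate 2) to -0.027 (*pwr* replicate 2 against WT replicate 1, with 7 of 14 genes lower). The library set block, chosen after seeing the data, gave -2.01. The 11 senescence genes had a median of 0.29, at percentile 88.0 of the random lists. Against WT replicate 2 alone it was 0.050 and 0.042 for the *pwr* replicates, and 0.11 with the library set block. HDA9 in *pwr* had a log2 fold change of 0.29. The p-values that the paper's tables list would pass a Benjamini-Hochberg adjusted 0.05 over the 18140 genes tested here for 95 of its 1438 genes in *hda9* and 281 of its 1747 genes in *pwr*.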
